# Oxygen–Glucose Deprivation Increases NR4A1 Expression and Promotes Its Extranuclear Translocation in Mouse Astrocytes

**DOI:** 10.3390/brainsci14030244

**Published:** 2024-02-29

**Authors:** Kengo Moriyama, Asako Horino, Kuniko Kohyama, Yasumasa Nishito, Tomohiro Morio, Hiroshi Sakuma

**Keywords:** HIF-1α, NR4A1, NR4A3, pexidartinib, oxygen–glucose deprivation, mitochondria, reoxygenation, CDIM8

## Abstract

Hypoxic–ischemic brain injury induces metabolic dysfunction that ultimately leads to neuronal cell death. Astrocytes, a type of glial cell, play a key role in brain metabolism; however, their response to hypoxic–ischemic brain injury is not fully understood. Microglia were removed from murine primary mixed glial cultures to enrich astrocytes. Next, we explored genes whose expression is altered following oxygen–glucose deprivation using a microarray. Microarray analysis revealed that the expression of *Nr4a1* and *Nr4a3* is markedly increased in astrocyte-enriched cultures after 15 h of oxygen–glucose deprivation. The expression of both *Nr4a1* and *Nr4a3* was regulated by HIF-1α. At the protein level, NR4A1 was translocated from the nucleus to the cytoplasm following oxygen–glucose deprivation and co-localized with mitochondria in apoptotic cells; however, its localization was restored to the nucleus after reoxygenation. Oxygen–glucose deprivation causes an increase in NR4A1 mRNA in astrocytes as well as its nuclear to cytoplasmic transfer. Furthermore, reoxygenation enhances NR4A1 transcription and promotes its nuclear translocation.

## 1. Introduction

Perinatal hypoxic–ischemic encephalopathy (HIE) is associated with high neonatal mortality and severe long-term neurological morbidity [1,2], with a frequency of 1–8 per 1000 live births in developed countries [3,4]. Transient oxygen deprivation and ischemia are recognized as major causes of HIE; while initial energy failure and reperfusion can restore cellular energy metabolism [5,6], neuron and glial cell loss of varying degrees is inevitable [6]. More importantly, hypoxia/ischemia impair the entry of Ca^2+^ ions into cells and promote free radical and reactive oxygen species production, excitotoxic amino acid release, inflammation, and activation of apoptotic pathways along with apoptotic cell death [2,5,7]. The tertiary phase occurs following energy failure involving remodeling of the injured brain and cell death [8].

Astrocytes play multiple roles in regulating brain metabolism and serve as gatekeepers of neuronal energy supply [9]. In the presence of oxygen, a high proportion of glucose that enters astrocytes preferentially undergoes glycolysis to produce pyruvate and lactate [10]. Lactate can be used as an energy substrate following its conversion to pyruvate by lactate dehydrogenase 1 in neurons [11]. In addition, astrocytes provide metabolic support to neurons by regulating various pathways, including lipid and glutamate metabolism pathways [11,12].

Astrocytes are affected by hypoxia/ischemia. In a murine model of middle cerebral artery occlusion, it has observed that astrocytes play an essential role in brain ischemic tolerance [13]. To prevent excitotoxicity, astrocytes reduce the levels of excitotoxic amino acids such as glutamate that cause brain damage in HIE by increasing their reuptake [14]. While neurons possess high oxidative metabolism capacity and can easily succumb to ischemia, astrocytes depend more on glycolytic metabolism and thus are less susceptible to oxygen deprivation [15].

We hypothesized that protecting astrocytes following hypoxic–ischemic injury might offer beneficial effects. However, astrocytes’ response to oxygen–glucose deprivation (OGD) is still poorly understood. Herein, we comprehensively analyzed the factors in astrocytes that vary in response to OGD. We identified NR4A as an OGD-responsive factor and performed a detailed analysis of its role in astrocytes.

## 2. Materials and Methods

### 2.1. Animals and Treatment

Pregnant ICR mice were purchased from Charles River Laboratories Japan, Inc. (Yokohama, Japan). All mice were housed in a barrier facility under specific pathogen-free (SPF) conditions and all animal experiments were approved by the Animal Experimentation Ethics Committee of the Tokyo Metropolitan Institute of Medical Science (No. 23-041, approved on 1 April 2023). Animal care was provided in accordance with the institutional animal experimentation guidelines.

### 2.2. Preparation of Astrocyte-Enriched Cultures

Mixed glial culture mainly consists of astrocytes, microglia, and oligodendrocytes. Since hypoxia is known to induce microglial activation, it is important to minimize microglial contamination when studying the role of astrocytes in hypoxic conditions. To deplete microglia, we treated mixed glial cultures with pexidartinib (PLX3397, Cayman Chemical, Ann Arbor, MI, USA), an inhibitor of the colony-stimulating factor-1 receptor (CSF1R), which is critical for microglial survival, and designated these cultures as astrocyte-enriched cultures (AECs). To prepare mixed glial cultures, cerebral cortices from P1–3 newborn ICR mice (3–4 mouse pups were randomly selected, regardless of sex, among the 10–16 littermates) were stripped off meninges and dissociated enzymatically using 0.25% trypsin (Nacalai Tesque, Kyoto, Japan) and 0.04% DNase-I (Roche, Mannheim, Germany), and mechanically by pipetting. Cells were seeded into a 75 cm^2^ flask with Dulbecco’s Modified Eagle Medium (DMEM, Nacalai Tesque) supplemented with 10% fetal bovine serum (FBS) and 1% antibiotics–antimycotics solution (Nacalai Tesque) at a density of 0.8–1 × 10^7^ cells/flask and cultured at 37 °C in a humidified incubator with 5% CO_2_ and 95% air. PLX3397 (10 µM) was added to the medium on days 7 and 9/10 of culture initiation. We previously demonstrated that PLX3397 treatment almost completely removed microglia from mixed glial culture in vitro [16]. After 14 days, the cells were harvested using TrypLE Express (Thermo Fisher Scientific, Waltham, MA, USA) and washed with Imag buffer (PBS with 0.5% bovine serum albumin and 2 mM EDTA). The cells were suspended in DMEM with 10% FBS and seeded at a density of 4–6 × 10^5^ cells/well in a 6-well plate, 2 × 10^4^ cells/well in 96-well plates, or 4 × 10^4^ cells/chamber in Lab-Tek II 8-chamber slides (Nalgene Nunc, Naperville, IL, USA) and further cultured for 5–10 days. Each well was seeded with cells from independent cultures derived from different pups. In total, 18 dams and 219 pups were used in the study.

### 2.3. Oxygen–Glucose Deprivation

Primary AECs were cultured under OGD to mimic hypoxic/ischemic conditions. In brief, cells were plated on 6-well plates, 96-well plates, or 8-chamber slides and cultured in DMEM without glucose (Nacalai Tesque). The cells were then exposed to hypoxia (0–1% O_2_) for 6 or 15 h using the nBIONIX-3 hypoxic cell kit (Sugiyamagen, Tokyo, Japan). The cells along with gas-concentrating agents were placed together in a sealed pouch or tray and incubated at 37 °C for the indicated time. The oxygen concentration was continuously measured using the OXY-2 oxygen monitor (Ichinen Manufacturing, Nagoya, Japan).

### 2.4. Quantitative Real-Time PCR

Total RNA was extracted from untreated or OGD-treated cells using the RNeasy Mini Kit (Qiagen, Hilden, Germany) according to the supplier’s protocol. The quality and concentration of the extracted total RNA were measured using the NanoDrop^TM^ 2000 spectrophotometer (Thermo Fisher Scientific). RNA (600–1000 ng) was used as a template for reverse transcriptase reactions using the PrimeScript^TM^ RT Reagent Kit or Master Mix (Takara Bio, Shiga, Japan). Real-time PCR was performed using 2 µL cDNA, 1 µL forward primer (10 µM), 1 µL reverse primer (10 µM), 12.5 µL TB green Premix EX Taq^TM^ II (Takara Bio), and 8.5 µL Rnase-free distilled water for each sample. The sequences of the primers used in this study are listed in Supplementary Table S1. The thermal cycling conditions were as follows: 30 s at 95 °C followed by 40 cycles of 95 °C for 5 s and 60 °C for 30 s on the Thermal Cycler Dice Real Time System TP870 (Takara Bio). Results are presented as relative expression changes compared to β-actin levels. Data were analyzed by the ΔΔCt method using the Thermal Cycler Dice^®^ Real Time System software Ver.5.1.1 (Takara Bio).

### 2.5. Immunocytochemistry

Primary cells cultured for 3–7 days in Lab-Tek II 8-chamber slides and Lab-Tek 8-chamber permanox slide (Thermo Fisher Scientific) were fixed with 4% paraformaldehyde for 5–10 min and rinsed three times with PBS. The cells were permeabilized by 0.5% Triton-X 100 (Fujifilm Wako Pure Chemicals, Osaka, Japan) for 30 min, rinsed thrice with PBS, and subsequently treated with blocking buffer (Protein Block, Dako, Glostrup, Denmark) for 1 h. Cells were then immunostained with rabbit monoclonal antibodies against HIF-1α (Cell Signaling Technology, Cat# 36169S, RRID: AB_2936488) mouse monoclonal antibodies against GFAP (Cell Signaling Technology, Cat# 3670S, RRID: AB_561049), goat polyclonal antibodies against Iba-1 (Fujifilm Wako Pure Chemicals, Cat# 011-27991, RRID: AB_839504), rabbit polyclonal antibodies against Olig2 (Proteintech, Rosemont, IL, Cat# 13999-1-AP, RRID: AB_2157541), and rabbit polyclonal antibodies against Nr4a1 (Proteintech, Cat# 25851-1-AP, RRID: AB_2880269) overnight at 4 °C. After three washes in PBS-T, cells were incubated with Alexa Fluor 594 goat anti-rabbit IgG (Jackson ImmunoResearch, West Grove, PA, Cat# 111-585-144, RRID: AB_2307325) and Alexa Fluor 488 goat anti-mouse IgG (Jackson ImmunoResearch, Cat# 205-545-108, RRID: AB_2339072) or Alexa Fluor 647 goat anti-mouse IgG (Jackson ImmunoResearch, Cat# 115-605-146, RRID: AB_2338912) for 1 h. Finally, the cells were mounted using Prolong Diamond with DAPI (Thermo Fisher Scientific) and observed using the FV3000 confocal microscope (Olympus, Tokyo, Japan). Mitochondria were labeled using 100 nM MitoTracker Red CMXRos (Thermo Fisher Scientific) for 30 min prior to OGD. Controls included rabbit monoclonal IgG control as an isotype control antibody from the above protocols.

### 2.6. Quantitative Image Analyses

To quantify nuclear fluorescence intensity of HIF-1α or NR4A1, images were captured using the FV3000 confocal microscope and analyzed using ImageJ (NIH, Bethesda, MD, USA, RRID: SCR_003070). Images of four fields at approximately the same location in the well were taken per well at 3× optical magnification with a 20× objective lens. Nuclear areas were determined by DAPI staining and the mean fluorescence intensity of either HIF-1α or NR4A1 was measured in each area using Image J software. An average fluorescence intensity of approximately 30–60 nuclei was calculated per field. Two chambers under identical conditions were evaluated for a single experiment and consequently values from a total of 8 fields were statistically analyzed; the same microscope settings were used in all fields of view. Two investigators (KM and HS) performed the imaging and image analysis separately and in a blinded fashion.

### 2.7. LDH Assay

A commercial lactate dehydrogenase (LDH) kit (Dojindo, Kumamoto, Japan) was used to assess the cytotoxicity according to the manufacturer’s instructions. Briefly, cells were seeded in 96-well plates (1 × 10^4^ cells/well) and either exposed to OGD (6 or 15 h) or left untreated. In some experiments, DIM-C-pPhOH (CDIM8) 20 nM was added 24 h before OGD. The substrate was then added, incubated for 10–20 min, and the stop solution was finally added. LDH activity was determined by measuring absorbance at 490 nm using a plate reader (2030 ARVO X5, PerkinElmer, Waltham, MA, USA). The percentage of dead cells was calculated and represented as the ratio of the LDH activity in the supernatant to total LDH activity. Serum-free DMEM was used during the LDH assay to exclude the effect of LDH present in the FBS.

### 2.8. Transcriptome Analysis

AECs in 6-well plates were either untreated or treated with OGD for 15 h, and total RNA was extracted from cells using the RNeasy Mini kit (Qiagen). The quality of RNA was assessed using the 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). After, 200 ng of total RNA was amplified and labeled using the Low Input Quick Amp Labeling Kit (Agilent Technologies) according to the manufacturer’s protocol. Cy3-labeled cRNA was then hybridized to the Mouse Gene Expression 4 × 44 K v2 Microarray (G4846A; Agilent Technologies) using the Gene Expression Hybridization Kit (Agilent Technologies). The slides were washed and scanned using the SureScan Microarray Scanner (Agilent Technologies). The resulting TIFF images were processed using Agilent’s Feature Extraction Software Version 11.5.1.5. Arrays were then 75th-percentile normalized and genes were clustered in GeneSpring GX12.9 (Agilent Technologies) using volcano plots and heatmap analysis. Differentially expressed genes were identified using an unpaired T-test adjusted by the Benjamini–Hochberg method with an adjusted *p*-value cut-off of <0.05 and a fold-change difference of >10. Functional grouping and gene ontology (GO) analysis of differentially expressed genes were performed using DAVID (https://david.ncifcrf.gov/home.jsp (accessed on 4 August 2023)). The dataset generated in this study is available upon reasonable request.

### 2.9. siRNA-Mediated Knockdown

Cells were transfected with siRNAs using Lipofectamine iMAX (Thermo Fisher Scientific). siRNAs targeting *Nr4a1* (#SASI_Mm01_00077215 and #SASI_Mm01_00077216, Sigma-Aldrich, Tokyo, Japan), *Nr4a3* (#SASI_Mm01_00025082 and #SASI_Mm01_00025083, Sigma-Aldrich), and the negative control siRNA (#SIC001, Sigma-Aldrich) were used. Cells were seeded in 6-well plates at a density of 4 × 10^5^ cells/well and transfected with the indicated siRNA at approximately 80–90% confluence, according to the manufacturer’s protocol. Briefly, siRNA oligomers (200 nM) were diluted in 100 µL of Opti-MEM^TM^ I reduced serum medium (Opti-MEM, Thermo Fisher Scientific) and mixed with 6 µL of lipofectamine pre-diluted in 100 µL of Opti-MEM. After 5 min of incubation at room temperature, the mixture (200 µL) was added to each well containing 2 mL of medium. After 24 h of transfection, the medium was replaced with the appropriate medium, and OGD stimulation was performed.

### 2.10. Statistical Analysis

Comparison between the two groups was performed using unpaired two-tailed T-test. Comparison between three or more groups was performed using one-way analysis of variance (ANOVA) followed by Tukey’s post hoc test or Kruskal–Wallis tests followed by the Steel–Dwass post hoc test, as indicated in the text or figure legends. Analyses were performed using EZR [17] and differences were considered significant at *p* < 0.05.

## 3. Results

### 3.1. OGD Induces Cell Death in AECs in a Time-Dependent Manner

Firstly, it was assessed whether microglia were successfully removed from mixed glial cultures following PLX3397 treatment. Immunocytochemistry revealed that while olig-2-positive oligodendrocyte cells were still present, Iba-1-positive microglial cells were almost absent in PLX3397-treated mixed glial cultures (Figure 1A,B). Next, we examined the effects of OGD on astrocyte morphology. While untreated cells formed a sheet-like monolayer, 6 h of OGD resulted in cell body contraction and 15 h of OGD led to marked shrinkage, with some cells being detached (Figure 1C). LDH assay showed that cells under OGD for 6 h released more LDH than untreated cells. LDH release from AECs after 15 h of OGD was greater than that from both untreated cells and cells under OGD for 6 h (Chi-squared = 12.5, df = 2, *p* = 0.024) (Figure 1D). These results indicate that OGD induces cell death in AECs in a time-dependent manner.

### 3.2. OGD Promotes HIF-1α Nuclear Accumulation Leading to the Upregulation of Its Downstream Target Genes in AECs

Hypoxia-inducible factor-1 alpha (HIF-1α) is a master regulator of oxygen homeostasis. Both cobalt chloride (CoCl_2_) treatment (a known inducer of HIF-1α) and 15 h of OGD induced nuclear expression of HIF-1α (Figure 2A), although no effect on *HIF-1α* mRNA expression was observed (Figure 2B). OGD for 15 h induced the expression of HIF-1α downstream genes including erythropoietin (*Epo)* (F (2, 6) = 8.049, *p* = 0.020, Figure 2C), glucose transporter-1 (*Glut1*) (F (2, 6) = 6.973, *p* = 0.027, Figure 2D), and vascular endothelial growth factor (*Vegfa*) (F (2, 6) = 247.6, *p* < 0.001, Figure 2E). While echinomycin, an inhibitor of HIF-1α, failed to suppress *Epo* expression in AECs exposed to OGD (Figure 2C), it significantly suppressed the expression of *Glut1* (Figure 2D) and *Vegfa* (Figure 2E). These results indicate that 15 h of OGD increases nuclear HIF-1α protein levels, leading to the upregulation of its downstream target genes.

### 3.3. DNA Microarray Identified NR4A1 and NR4A3 as OGD-Responsive Factors

To explore the effect of OGD on AECs, we compared gene expression profiles of untreated AECs (*n* = 2) and AECs exposed to OGD for 15 h (*n* = 2) using DNA microarrays. 

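The AECs compared here were mixed glial cultures of newborn mouse cortex from which microglia had been depleted with PLX3397, an inhibitor of the colony-stimulating factor-1 receptor. The 4 RNA samples, 2 from untreated cultures and 2 from cultures kept without glucose under hypoxia for 15 h, were labeled with the dye Cy3 and each hybridized to its own array, so that expression was read from the brightness of each spot in a single color. All arrays lay on 1 slide and were read in 1 scan. Each array held 43020 non-control spots for 39429 probes, which the files assign to 29676 gene names. The authors deposited the processed signal of the Feature Extraction software, an intensity from which background had been subtracted within each array, with no normalization between arrays. The software marked 73.7% and 73.0% of the non-control spots as well above background on the untreated arrays, and 66.2% and 64.5% on the arrays after OGD. No spot was saturated (0 on each array), and between 119 and 132 spots per array were marked as outliers and left out. With spots of the same probe averaged, the 75th percentile of the processed signal over non-control probes was 2135 and 2164 on the untreated arrays against 887 and 776 after OGD, a difference of −1.37 on the log2 scale. Control RNA of fixed sequence is read on such arrays by its own probes, and 9 of its 10 probes were well above background on all 4 arrays. Their signal after OGD minus that of the untreated arrays was −0.085 on average on the log2 scale and ranged from −0.75 to 0.28 between probes. The software's own linear fit to the controls had a slope of 0.82 and 0.78 on the untreated arrays and 0 on both OGD arrays.

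**Figure D1:**
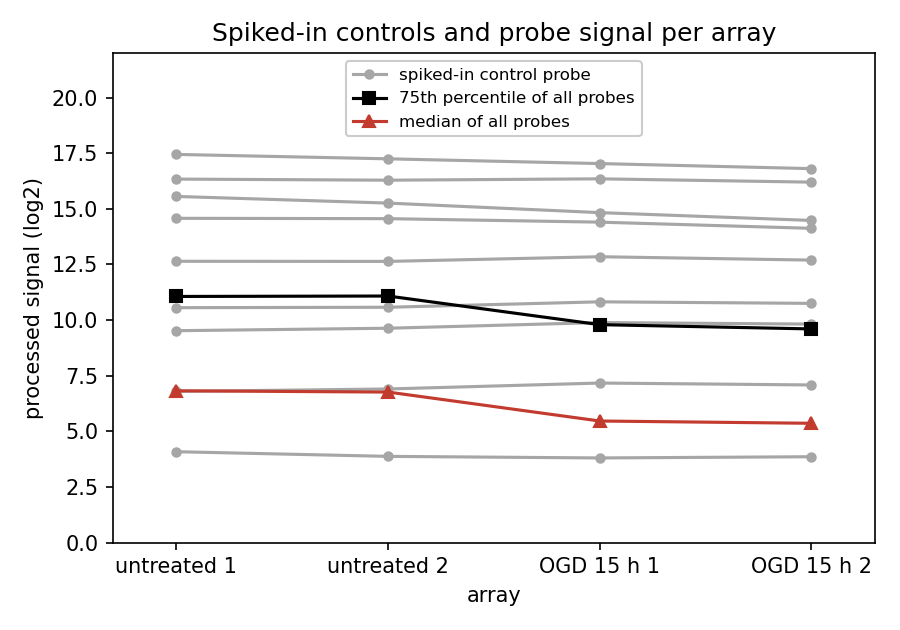
Processed signal on the log2 scale (vertical axis) on each of the 4 arrays (horizontal axis). Gray points joined by lines are the 9 spiked-in control probes well above background on every array, black squares the 75th percentile of all non-control probes and red triangles their median. The 75th percentile differed by −1.37 between the groups and the control probes by −0.085 on average.

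As in the methods, the log2 signal of each probe was set against its array's 75th percentile, so that a change is relative to that percentile and a shift shared by most probes is not seen. The 28258 probes well above background on both arrays of at least 1 group were tested with limma, whose moderated test takes part of its estimate of the spread from all probes. The p-values were adjusted by the Benjamini–Hochberg method, and the limits were those of the paper, an adjusted p under 0.05 and a fold change over 10. The number of arrays, 2 per group, limits the precision of every value.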

The volcano plot shows that 313 genes were differentially regulated in AECs exposed to 15 h of OGD (188 upregulated and 129 downregulated) compared to the untreated culture (*p* < 0.05; fold change > 10) (Figure 3A). 

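Of the 28258 probes tested with limma, 377 passed both limits, 229 of them higher and 148 lower after OGD. They carried 359 gene names, 216 higher and 143 lower, and 22 of the probes had no gene symbol. All 377 probes that differed by more than 10-fold also passed the adjusted p, so that the number was set by the limit on fold change. The adjusted p alone was passed by 18355 probes, or 65.0%, of which 10709 were higher and 7646 lower. With the methods' t-test on the same values, 367 probes passed the same p limit before adjustment together with the fold limit, and 349 passed after Benjamini–Hochberg adjustment, 214 of them higher. All 349 were among the 377. Among the 229 higher probes, 165 were well above background on all 4 arrays, 11 on 1 of the untreated arrays and 53 on neither untreated array. In the same way, 75 of the 148 lower probes were well above background on all 4 arrays, 13 on 1 of the OGD arrays and 60 on neither. A probe that is dim on both arrays of a group gives only a lower bound of its fold change. The bound sets the mean normalized log2 signal of the bright group against the mean over the dim group's arrays of the lowest signal among probes well above background, or of the probe's own signal where that was higher. By this bound 30 of the 53 probes were at least 10-fold higher and 14 of the 60 at least 10-fold lower. Among the scalings tried, the spiked-in control probes in place of the 75th percentile moved the numbers most. On that scale 1227 probes passed both limits, 69 higher and 1158 lower, and 217 of them were among the 377.

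**Figure D2:**
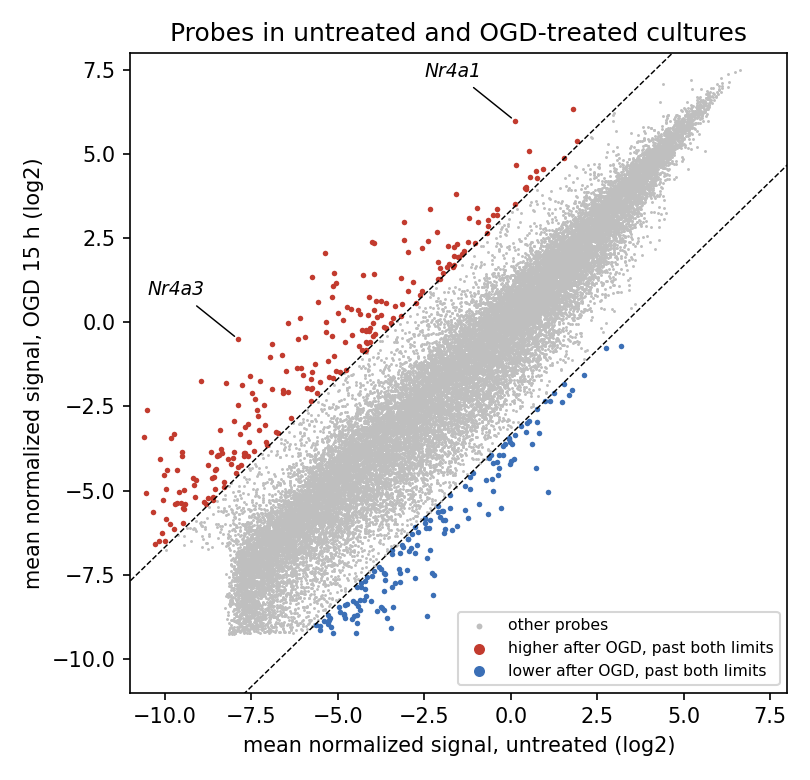
Mean normalized signal on the log2 scale of each of the 28258 probes in untreated cultures (horizontal axis, n = 2) and after 15 h of OGD (vertical axis, n = 2). Red points are the 229 probes higher and blue points the 148 lower past both limits, gray points are the other probes, and the dashed lines mark a 10-fold difference. *Nr4a1* and *Nr4a3* lie above the upper line.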

The heatmap shows genes whose expression was elevated following OGD stimulation (Figure 3B). 

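Among the genes measured well above background on all 4 arrays and changed in the same direction in every pairing of an untreated with an OGD array, *Nr4a3* showed the largest increase with the processed signal, followed by *Egr4*. This order depends on the background correction, since with normexp *Egr4* came first and only *Trib1* among the 10 genes with the largest increase rose less than *Nr4a3*. The *Egr4* probe (A_51_P270426, NM_020596) lies on chromosome 6 of mm9, from 85461153 to 85461212. Its normalized log2 signal was −5.75 ± 0.040 (SD, n = 2) in untreated cultures and 1.35 ± 0.16 (SD, n = 2) after OGD. This is a log2 fold change of 7.10 with a standard error of 0.11 (adjusted p = 0.000729 in limma), many times the spread between replicates. The next increases were 94.6-fold for *Nmrk2*, 85.5-fold for *Tac1*, 84.5-fold for *Slc16a3*, 76.0-fold for *Trib1*, 75.0-fold for *Pim1*, 74.9-fold for *Lce1g*, 73.9-fold for *Prok2* and 72.5-fold for *Mgarp*. Apart from *Trib1*, whose replicates spread most (SD 0.35 in untreated cultures and 0.75 after OGD, n = 2 each, adjusted p = 0.00146 in limma), their limma adjusted p lay at 0.000729 or 0.000752. *Trib1* also moved most between settings, from a log2 fold change of 6.25 to 2.77 when the mean over its probes stood for the gene. In the opposite direction, the largest decrease was that of *Txnip* (probe A_51_P438805, NM_001009935, chromosome 3 of mm9, 96365147 to 96365206). Its normalized log2 signal was 1.07 ± 0.017 (SD, n = 2) in untreated cultures and −5.03 ± 0.11 (SD, n = 2) after OGD, a log2 fold change of −6.11 with a standard error of 0.092 (adjusted p = 0.000729 in limma). The log2 fold changes that followed were −5.23 for *Lfng*, −5.05 for *Ndst3*, −5.04 for *Dyrk1b*, −4.59 for *Grrp1*, −4.50 for *Cyb561d1*, −4.49 for *Prtg*, −4.44 for *AI594671*, −4.34 for *Zfp113* and −4.25 for *Gm12258*, with limma adjusted p up to 0.00276 for *Cyb561d1*. With normexp background correction the decreases were smaller, at −4.57 for *Txnip*, −3.46 for *Lfng*, −2.92 for *Ndst3* and −2.51 for *Grrp1*. They were also smaller at −3.01 for *Cyb561d1*, −2.48 for *Prtg*, −1.76 for *AI594671*, −1.94 for *Zfp113* and −2.43 for *Gm12258*. For *Dyrk1b* the smallest decrease among its own settings was −2.07, with the mean over its probes. Every one of these 20 genes kept its direction and its adjusted p under the limit in every setting tried.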

Gene ontology (GO) analysis shows that 160 of GO terms showed significant difference after Bonferroni’s multiple testing correction. These upregulated genes are enriched in GO terms including cell proliferation, intracellular signal transduction, and epithelium development (Figure 3C). 

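Table 1 gives a fold change for 42 entries from 41 genes, *Ankrd33b* being listed on 2 lines. In the limma fit, every entry had a probe higher after OGD past both limits. The paper chose these genes on the same arrays, so the count is not independent evidence. For 39 entries a probe well above background on both untreated arrays had a fold change within 2% of the value in Table 1, and over these probes the fold change had a median of 17.7 and was lowest, at 10.6, for *Smurf1* and highest for *Nr4a3*. For the other 3 entries the signal ratio also came within 2%, but the untreated arrays were dim and only a lower bound is measured. For 11 entries this was not the gene's brightest probe over the 4 arrays, and for 10 of them the brightest probe changed less than 10-fold. *Wdfy1*, for instance, was 1.68-fold higher with its brightest probe and 67.5-fold higher with the probe closest to Table 1. *Pdxk* was 0.975-fold with its brightest probe (log2 fold change −0.036, standard error 0.087, adjusted p = 0.734 in limma) and 11.2-fold higher with the probe closest to Table 1. *Fgf21* and *Csf2* were not well above background on either untreated array and were at least 51.9-fold and at least 7.65-fold higher after OGD. The same holds for the probe of *Prkd3* that comes closest to Table 1, which was at least 9.39-fold higher. When arrays were scaled on the spiked-in control probes, 14 of the 42 entries still had a probe higher past both limits.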

The enriched genes showing a significant difference of 0.4 × 10^−5^ or less included the nuclear receptors *Nr4a1* and *Nr4a3* (Table 1). *Nr4a1* and *Nr4a3* were also present in the GO categories anatomical structure formation involved in morphogenesis, positive regulation of cell proliferation, and cellular response to organic substances.

### 3.4. HIF-1α Partly Regulates Nr4a1 and Nr4a3 Expression

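*Nr4a1* and *Nr4a3* were each read by 1 probe. That of *Nr4a1* (A_51_P239654, NM_010444) lies on chromosome 15 of mm9, from 101105071 to 101105130. Its processed signal was 2335 and 2315 on the untreated arrays and 53676 and 52039 after OGD. The normalized log2 signal rose from 0.11 ± 0.022 (SD, n = 2) to 5.99 ± 0.10 (SD, n = 2), a log2 fold change of 5.88 with a standard error of 0.092, or 58.9-fold (adjusted p = 0.000729 in limma). The *Nr4a3* probe (A_51_P128397, NM_015743) spans 48080690 to 48083876 on chromosome 4 of mm9. Its processed signal was 9.16 and 8.92 on the untreated arrays, where its spots were still marked as well above background, and 570 and 609 after OGD. The normalized log2 signal rose from −7.89 ± 0.042 (SD, n = 2) to −0.49 ± 0.20 (SD, n = 2), a log2 fold change of 7.40 with a standard error of 0.13, or 169-fold (adjusted p = 0.000729 in limma). Both values after OGD exceeded both untreated values, for which an exact permutation test gives a two-sided p of 0.333, the smallest that 2 arrays against 2 allow. *Nr4a2*, the third member of the group, rose 12.3-fold with one probe (A_52_P494622, log2 fold change 3.62, standard error 0.19, adjusted p = 0.000986 in limma) and 10.0-fold with the other (A_55_P1983508, log2 fold change 3.33, standard error 0.16, adjusted p = 0.000902 in limma). The log2 fold change of *Nr4a1* was lowest with spike-in scaling, at 4.59, and that of *Nr4a3* with normexp background correction, at 4.52.

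**Figure D3:**
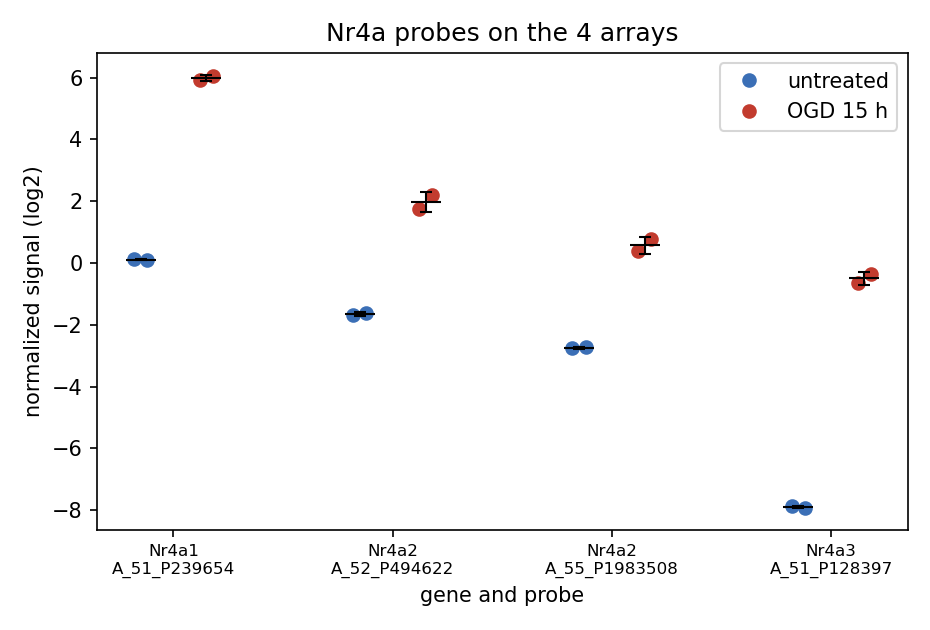
Normalized signal on the log2 scale (vertical axis) of the probes for *Nr4a1*, *Nr4a2* and *Nr4a3* (horizontal axis) on the untreated arrays (blue points) and on the arrays after 15 h of OGD (red points). Horizontal bars are means and error bars SD (n = 2), and for each probe both arrays after OGD lie above both untreated arrays.

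From the increase of both transcripts, whose products belong to the same nuclear receptor group, the paper proposes that *Nr4a1* and *Nr4a3* have essential roles in AECs, and it goes on to measure them by quantitative real-time PCR.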

Our microarray analysis showed that the transcript levels of both *Nr4a1* and *Nr4a3* were upregulated following OGD, suggesting that both of these factors, which are members of the same nuclear receptor group, play essential roles in AECs. First, we validated these results using quantitative real-time PCR. The results showed that the mRNA levels of *Nr4a1*, *Nr4a2*, and *Nr4a3* were upregulated in AECs following OGD (Figure 4A–C). Furthermore, exposure to echinomycin significantly suppressed the expression of *Nr4a1* (F (2, 6) = 82.16, *p* < 0.001) and *Nr4a3* (F (2, 6) = 362.9 *p* < 0.001) in AECs exposed to 15 h of OGD (Figure 4A). Pharmacological induction of HIF-1α using CoCl_2_ increased the expression of *Nr4a1* (Figure 4D) but not *Nr4a3* (Figure 4E). A 3 h OGD also significantly increased the levels of *Nr4a1* (F (3, 8) = 409.9, *p* < 0.001) and *Nr4a3* (F (3, 8) = 52.19, *p* < 0.001) (Figure 4F,G) in AECs. Interestingly, the upregulation of *Nr4a1* persisted for at least 3 h after the termination of OGD (Figure 4F), while *Nr4a3* upregulation persisted for 6 h (Figure 4G).

To investigate genes regulated by NR4A1 and NR4A3 in AECs, we performed knockdown experiments of *Nr4a1*, *Nr4a3*, or both using siRNAs. *Nr4a1* mRNA expression was upregulated with OGD and downregulated in samples transfected with siNr4a1 and those transfected with both siNr4a1 and siNr4a3 (Supplementary Figure S1A). *Nr4a3* mRNA expression was upregulated with OGD and downregulated in samples transfected with siNr4a3 and those transfected with both siNr4a1 and siNr4a3 (Supplementary Figure S1B). We particularly focused on HIF-1α downstream genes, along with genes associated with cell proliferation and inflammation. The results show that except for *Ptgs2* (F (4, 10) = 75, *p* < 0.001) and *Prok2* (F (4, 10) = 65.94, *p* < 0.001) expression, no significant changes were observed in the expression pattern of HIF-1α downstream (HK2, Vegfa), cell proliferation (Adm, Adm2), and immune-associated (Il6, Nfkb1) genes following knockdown (Supplementary Figure S2).

### 3.5. Nr4a1 Translocates from Nucleus to Cytosol following OGD

We next investigated whether the subcellular localization of the NR4A1 protein is affected by OGD using immunocytochemistry. Before OGD, NR4A1 was localized primarily in the nuclei; however, following OGD, nuclear levels of NR4A1 were significantly reduced (F (3,12) = 10.32, *p* = 0.001) (Figure 5A,B), while cytoplasm levels were increased. Nuclear NR4A1 expression was restored when the cells were returned to the normal culture environment for 3 h after OGD (Figure 5A,B). Co-localization of NR4A1 with the mitochondria was partially observed in presumably apoptotic cells with aggregated nuclei (Figure 5C).

### 3.6. NR4A1 Protects AECs from OGD-Induced Cell Death

To examine whether Nr4a1 is involved in cell survival, OGD was performed for 6 h after the addition of CDIM8, an antagonist of Nr4a1. The results showed that CDIM8 significantly increased cell death (Chi-squared = 17.857, df = 3, *p* < 0.001) (Figure 6). This indicates that NR4A1 is protective against cell death in an OGD model of AECs.

## 4. Discussion

We investigated the effects of hypoxia/glucose deprivation on astrocytes using the OGD model in AECs and identified NR4A1 and NR4A3 as OGD-inducible factors. The NR4A group of orphan nuclear receptors has three members: NR4A1 (Nur77 or NGFI-B), NR4A2 (Nurr1), and NR4A3 (NOR-1) [18]. The *Nr4a* genes were initially identified as immediate early response genes induced by the nerve growth factor in PC12 cells [19]. NR4As have 90–95% homology in their DNA-binding domains but have divergent N-terminal transcriptional domains. These proteins play key roles in proliferation, apoptosis, neuronal signaling, and hematopoietic, immune, and metabolic processes in many cell types [20].

In regulatory CD4+ T cells (Tregs), NR4A2 directly activates the promoter of the gene encoding the transcription factor Foxp3 [21]. Moreover, *Nr4a* triple deficiency (absence of NR4A1, NR4A2, and NR4A3) aberrantly converts Treg precursors into pathogenic self-reactive cells, suggesting that the NR4A family of receptors plays crucial roles in both Treg cell development and the elimination of cells that fail to mature into Tregs [22]. Increasing evidence suggests that NR4A1 has several metabolic functions in cancers and is involved in regulating glycolysis, fatty acid synthesis, and the metabolism of glutamine and amino acids [23]. NR4A1 and NR4A3 also function as tumor suppressors of myeloid leukemia, and downregulation of NR4A1 and NR4A3 expression is a common feature of the leukemic blast [24]. However, the function of NR4As in hypoxic and ischemic environments has received little attention.

Herein, we found that both *Nr4a1* and *Nr4a3* are regulated by HIF-1α at the mRNA level. In hypoxic conditions, cells respond acutely by inducing adaptive changes in gene expression that either enhance oxygen delivery or promote survival in low-oxygen environments [25]. A pathway mediated by oxygen-dependent post-translational hydroxylation of a transcription factor called hypoxia-inducible factor (HIF) plays an important role in this process [26,27]. HIF is a heterodimer of an unstable α-subunit (HIFα) and a stable β-subunit (HIFβ). Under normoxic conditions, HIFα is polyubiquitinated and degraded via the proteasome, while under hypoxic conditions, the protein is stabilized, leading to its accumulation. The accumulated HIFα forms dimers with the HIFβ subunit and transactivates approximately 100 genes [28]. These genes encode proteins involved in erythropoiesis (EPO), angiogenesis (VEGF), cell survival, and energy metabolism (GLUT-1) [29]. The best-known member of the HIF family is HIF-1α.

HIF-1α binds to the putative HIF-responsive element present in the *Nr4a1* promoter, thereby including NR4A1 expression in renal cell carcinoma [30]. Conversely, exogenously introduced NR4A1 enhances the transcriptional activity of HIF-1 and stabilizes the HIF-1α protein [31]. Hypoxia also upregulates *Nr4a3* transcription via HIF-1α in endothelial cells [32]. However, there are no studies on the effects of hypoxia on NR4A expression in astrocytes. We found that OGD upregulates *Nr4a1* expression and, to a lesser extent, *Nr4a3* expression in AECs via HIF-1α.

Using AECs, we demonstrated that the mRNA levels of *Nr4a1* and *Nr4a3* increase following OGD. However, there was no increase in the protein levels of NR4A1 and NR4A3 immediately after OGD. We hypothesized that this discrepancy between the results at the mRNA and protein levels might be related to changes in the localization of NR4A.

In response to CD437, a retinoic acid receptor γ agonist, NR4A1 translocates from the nucleus to the cytoplasm, where it targets the mitochondria to induce cytochrome c release and apoptosis in LNCaP cells [33].

Mechanistically, NR4A1 targets mitochondria by interacting with Bcl-2, leading to conformational changes in this protein that result in the exposure of its BH3 domain, thereby converting its phenotype to become pro-apoptotic [34]. The present study demonstrated that nuclear levels of NR4A1 were reduced following OGD, while cytoplasmic levels were enhanced in AECs. Furthermore, NR4A1 partially co-localized with mitochondria in cells that were considered to be apoptotic based on morphology. These results indicate that NR4A1 translocates from the nucleus and localizes to mitochondria following OGD in AECs. Considering previous findings that NR4A1 translocation to mitochondria promotes apoptosis, it is possible that NR4A1 translocation is also associated with cell death in astrocytes.

Furthermore, we showed that nuclear NR4A1 levels decreased immediately following OGD and increased again after reoxygenation. We speculate that the increase in *Nr4a1* mRNA expression in response to OGD compensated for the loss of NR4A1 protein expression by cytoplasmic translocation.

Nuclear NR4A1 regulates the expression of several downstream genes. The intriguing pro-apoptotic and growth-inhibitory effects of the NR4A1 antagonist and siNr4a1 were mediated by the downregulation of survivin, a protein that plays a key role in cell cycle progression and inhibits apoptosis by interacting with caspases [35]. Consistently, NR4As are overexpressed in many solid tumor-derived cancer cells compared to their corresponding non-transformed cells [36]. CDIM8 has been reported to inhibit cell growth and promote apoptosis of solid tumor cell lines by acting on NR4A1 and suppressing its production [35,37]. We demonstrated that CDIM8 promoted the cell death of astrocytes exposed to OGD, suggesting that NR4A1 is involved in the survival of astrocytes [38]. Taken together, these results suggest that NR4A1 may be pro-apoptotic when it shuttles out of the nucleus and partially interacts with the mitochondria, whereas in the nucleus, NR4A1 may play a protective role against cell death by regulating the transcription of downstream factors. However, the cytoprotective mechanism of NR4A1 remains unknown, and further studies are needed to investigate whether the nuclear translocation of NR4A1 is affected by its inhibitors.

This study has several limitations. 

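On the microarrays, normalized log2 signals of the replicates correlated across probes with r = 0.998 for the untreated and r = 0.995 for the OGD arrays, where probes are not independent replicates. The difference between replicates had an SD over probes of 0.22 for the untreated and 0.40 for the OGD arrays, against a limit of 10-fold between groups. With 2 arrays per group there are 2 residual degrees of freedom per probe, to which limma's moderated test added 1.85 from all probes. In 28163 probes simulated with the spread of these arrays, limma recovered 190 of 200 changed probes (95%) past both limits and the methods' t-test 73 (36.5%). At the adjusted p alone, limma called 6 unchanged probes and the methods' t-test 3. The simulation changed far fewer probes than differed on the arrays, which makes the adjustment stricter, so its percentages do not carry over to the arrays, where the methods' t-test kept most of the probes called by limma. When 1 array was left out at a time, the lone array of its group being assumed to vary like the other group, between 384 and 479 probes passed both limits, and between 331 and 357 of the probes called on all arrays did so again.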

Since the sample size was not calculated before the study, the reliability of the statistical analysis results for some experiments including microarray may be insufficient due to the small sample size. The mixed culture system in our study contained oligodendrocytes and possibly NG2 glia in addition to astrocytes. Therefore, although we showed that NR4A1 and NR4A3 were mainly expressed in astrocytes using immunocytochemistry, the response of oligodendrocytes and NG2 glia to OGD may have affected the results of quantitative PCR and transcriptome analysis. 

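The arrays also read transcripts used as markers of these cells. Of 13 oligodendrocyte markers 12 were tested, with a median log2 fold change of 0.31 against 0.16 over all genes, 8 of them higher and 4 lower after OGD, against 0 higher and 12 lower with a median of −0.98 under spike-in scaling (camera of limma, adjusted p = 0.924 over 12 gene lists). Adjusted over the list alone, 7 passed an adjusted p of 0.05 in limma, and 7 did so adjusted over all probes. The members moved apart. *Olig2* had the largest change, a log2 fold change of −2.50 with a standard error of 0.086 (adjusted p = 0.000729 in limma), which stayed between −3.79 and −2.38 in all settings, whereas *Mbp* rose by 1.19 and *Ermn* by 1.21. With spike-in scaling these last values became −0.10 and −0.079. Of 7 markers of NG2 glia 6 were tested, with a median of −0.050, 3 higher and 3 lower, against 0 higher and 6 lower with a median of −1.34 under spike-in scaling (camera adjusted p = 0.924), and 3 passed the limit in limma adjusted over the list alone as well as over all probes. *Gpr17*, counted as lower, was not well above background on either OGD array, so the size of its change is not measured. *Pdgfra* fell by 1.27 on the log2 scale (standard error 0.22, adjusted p = 0.0114 in limma) and *Cspg4* changed by 0.88 (standard error 0.086, adjusted p = 0.00272 in limma), the latter becoming −0.41 with spike-in scaling. All 15 astrocyte markers were tested, with a median of 0.64, 13 higher and 2 lower, against 0 higher and 15 lower with a median of −0.65 under spike-in scaling, and a camera adjusted p of 0.0672, and 12 passed the limit in limma adjusted over the list alone and 10 adjusted over all probes. The test fry, which estimates the correlation between genes, gave adjusted p of 0.182 for oligodendrocyte, 0.0543 for NG2 glia and 0.00661 for astrocyte markers. For oligodendrocyte markers the direction of fry was down while the median and camera pointed up, and for NG2 glia markers fry pointed up while the median, the mean and camera pointed down. With quantile normalization the median of the astrocyte markers relative to all genes was −0.0015 in place of 0.48.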

A single housekeeping gene (beta-actin) has been used for real-time PCR study. Although we confirmed that beta-actin gene expression in astrocytes was stable regardless of conditions, gene expression data may need to be reproduced using different housekeeping genes. The expression of the NR4A1 protein was not significantly reduced by siRNA knockdown. We speculate that NR4A1 protein levels may be regulated more strongly by non-transcriptional factors such as protein degradation or changes in localization. We demonstrated that NR4A1 translocates from the nucleus to the cytoplasm where it interacts with mitochondria; however, it remains unclear whether blocking this interaction protects astrocytes from apoptosis. Furthermore, the dynamics of NR4A3 have not been fully characterized and the differential roles of NR4A1 and NR4A3 need further investigation in the future. In addition, it remains to be elucidated whether the response of NR4A1 to OGD and its interaction with HIF-1α occurs similarly in animals exposed to hypoxia and/or ischemia in vivo. It should be considered that astrocytes in vivo, unlike the AEC model, are surrounded by neurons and microglia and are also affected by a variety of molecules, including damage-associated molecular patterns released from dying neurons.

## 5. Conclusions

We demonstrate for the first time that oxygen–glucose deprivation upregulates *Nr4a1* and *Nr4a3* expression in astrocytes, suggesting that these immediate early genes play an essential role in the response to hypoxic and low-glucose stress in astrocytes. Differences between mRNA and protein levels of NR4A1 and the translocation of the NR4A1 protein from the nucleus to the cytoplasm following oxygen–glucose deprivation suggest that NR4A1 plays both genetic and non-genetic roles in astrocytes.

## Figures and Tables

**Figure 1:**
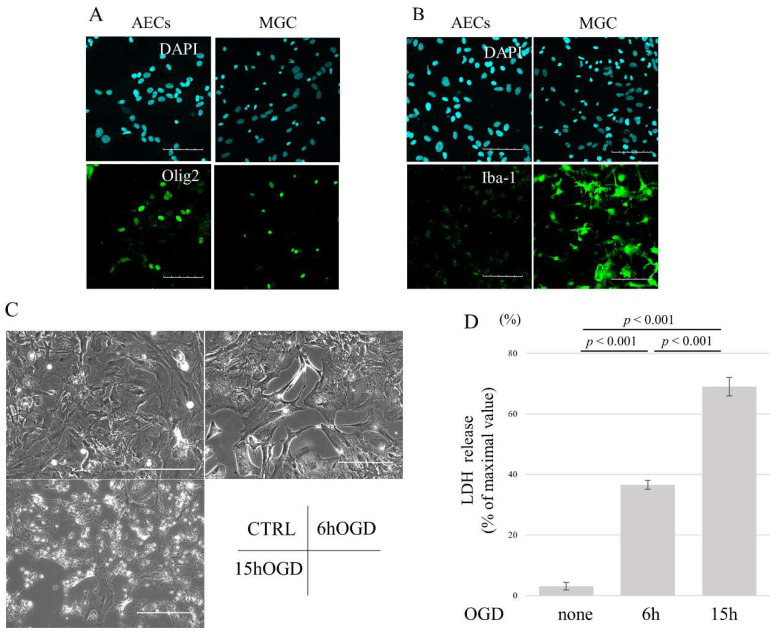
Preparation of astrocyte-enriched culture and oxygen–glucose deprivation (OGD). (**A**) Representative immunofluorescence images showing olig-2-positive cells in mixed glial and astrocyte-enriched cultures. (**B**) Representative immunofluorescence images showing Iba-1-positive cells in mixed glial and astrocyte-enriched cultures. (**C**) Cell morphology after OGD. Control cells were polymorphic and grew in a monolayer, while gaps between cells were observed after 6 h of OGD. After 15 h of OGD, most of the cells retracted their protrusions and became rounded, while some cells were detached. (**D**) Cytotoxicity was evaluated by analyzing LDH release. Cells derived from five independent cultures were used per group. Data are representative of two independent experiments. *p* value is calculated by Kruskal–Wallis with Steel–Dwass post hoc test. Scale bar, 100 µm. CTRL: control, AECs: astrocyte-enriched cultures, MGCs: mixed glial cultures, OGD: oxygen–glucose deprivation, and LDH: lactate dehydrogenase.

**Figure 2:**
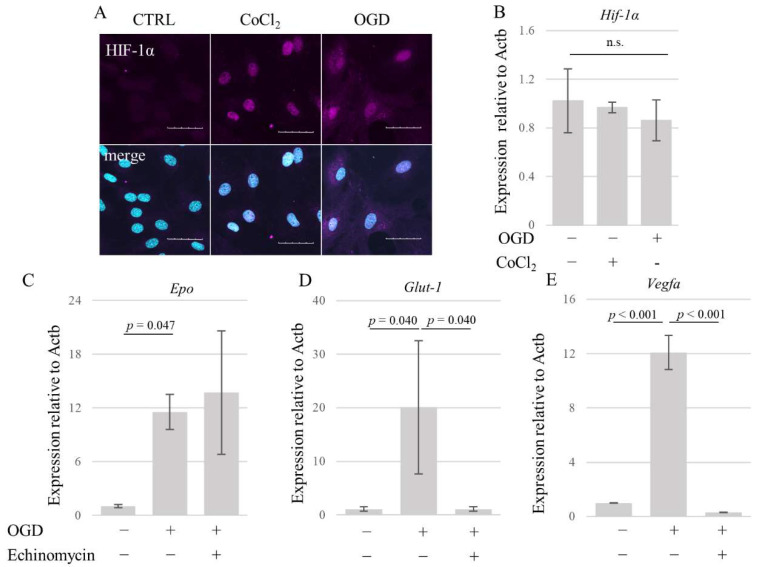
The expression of HIF-1α and downstream target genes in AECs. (**A**) Immunostaining for HIF-1α in unstimulated, CoCl_2_ (500 µM)-stimulated, and OGD (15 h)-stimulated AECs. Scale bar, 50 µm. (**B**) *HIF-1α* mRNA expression in AECs stimulated with 500 µM CoCl_2_ or 15 h OGD evaluated by real-time PCR. (**C**–**E**) mRNA expression of *HIF-1α* downstream genes (**C**) *Epo*, (**D**) *Glut-1*, and (**E**) *Vegfa*) in astrocytes under 15 h of OGD with or without the HIF-1α inhibitor. For (**B**–**E**), mRNA was isolated from the cells derived from three independent cultures, and data are representative of two independent experiments. Error bars represent the mean ± SD. *p* value is calculated by one-way ANOVA with Tukey’s post hoc test. AECs: astrocyte-enriched cultures, CTRL: control, CoCl_2_: cobalt chloride, OGD: oxygen–glucose deprivation, Actb: β-actin, and n.s.: no significance.

**Figure 3:**
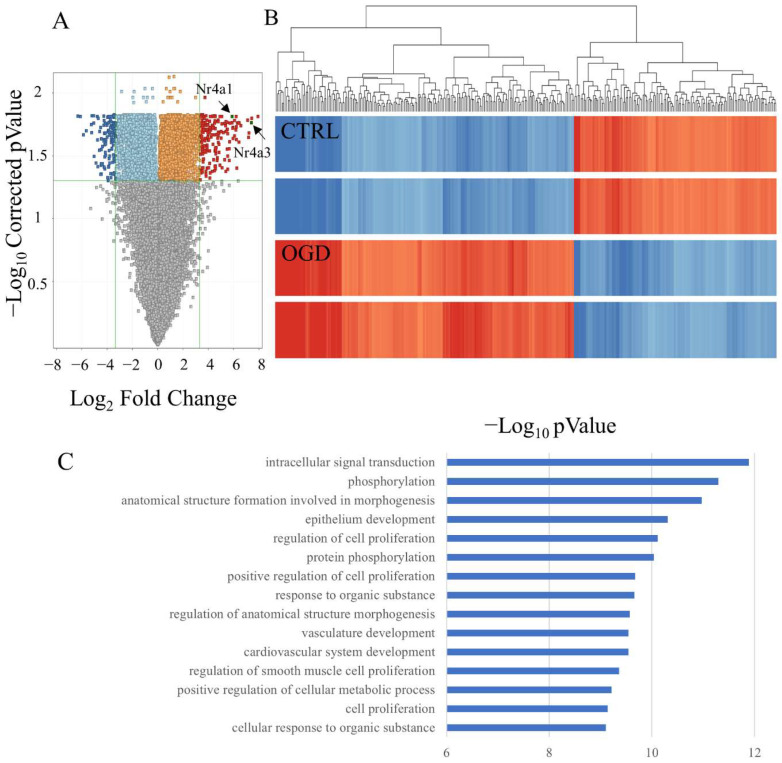
Microarray analysis of AECs treated with OGD. (**A**) Volcano plot shows upregulated (red) and downregulated (blue) genes in AECs cultured under OGD condition. Horizontal axis represents log_2_ fold change and vertical axis represents -log_10_ *p*-value (*p* < 0.05). (**B**) Heatmap shows the overall distribution of differentially expressed genes. Red color represents high expression and blue color represents low expression. (**C**) GO enrichment analysis of differentially expressed genes with top 15 upregulated biological processes based on *p*-values. CTRL: control, AECs: astrocyte-enriched cultures, and OGD: oxygen–glucose deprivation.

**Figure 4:**
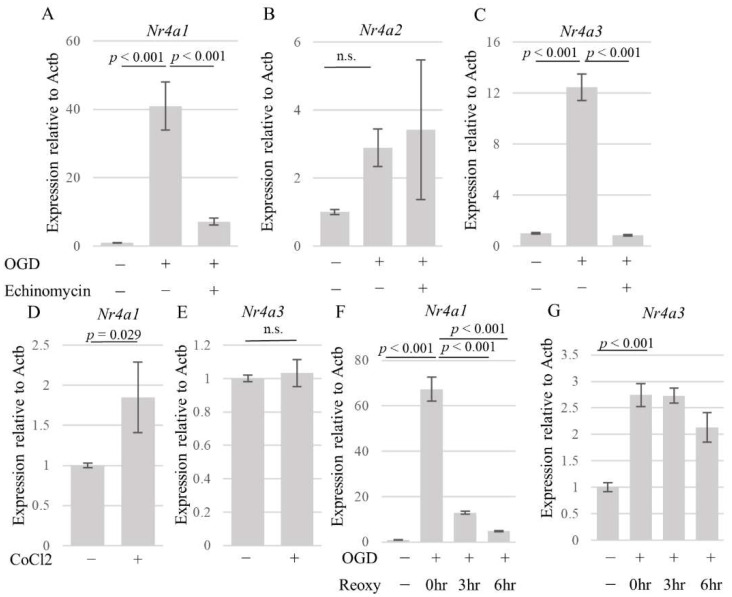
Effects of OGD on the expression of Nr4a mRNAs in AECs. (**A**–**C**) Effects of OGD (15 h) and echinomycin (HIF-1α inhibitor) (20 nM) treatment on the expression of *Nr4a1* (**A**), *Nr4a2* (**B**), and *Nr4a3* (**C**) in AECs. (**D**,**E**) Effects of CoCl_2_ (500 µM) treatment on the expression of *Nr4a1* (**D**) and *Nr4a3* (**E**) in AECs. (**F**,**G**) Time course analysis of (**F**) *Nr4a1* and (**G**) *Nr4a3* in AECs after OGD/reoxygenation. β-actin was used as the housekeeping gene. mRNA was isolated from the cells derived from three independent cultures. Data are representative of two independent experiments. Error bars represent the mean ± SD. *p* value is calculated by one-way ANOVA with Tukey’s post hoc test. OGD: oxygen–glucose deprivation, AECs: astrocyte-enriched cultures, CoCl_2_: cobalt chloride, Reoxy: reoxygenation, ActB: β-actin, and n.s.: no significance.

**Figure 5:**
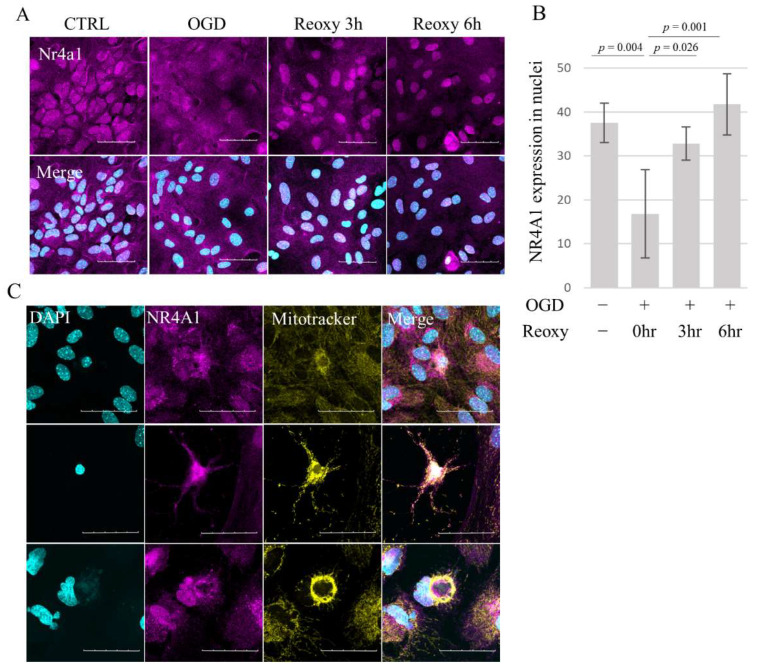
Effects of OGD on subcellular localization of NR4A1 in AECs. (**A**,**B**) Temporal changes in the localization of NR4A1 protein before and after OGD/reoxygenation. Representative immunofluorescence images showing NR4A1 localization merged with DAPI (**A**) and quantitative analysis of NR4A1 expression in the nuclei. Average NR4A1 nuclear expression was isolated from the cells derived from two independent cultures, and the results of the two independent experiments were analyzed cumulatively (*n* = 4 per group) (**B**). (**C**) Co-localization of NR4A1 and mitochondria is more apparent in cells with aggregated nuclei, suggesting that these cells are apoptotic (middle row), and is most prominent in dying cells with disintegrated nuclei (lower row). Scale bar, 100 µm (**A**) and 50 µm (**C**). Error bars represent the mean ± SD. *p* value is calculated by one-way ANOVA with Tukey’s post hoc test. CTRL: control, OGD: oxygen–glucose deprivation, AECs: astrocyte-enriched cultures, and Reoxy: reoxygenation.

**Figure 6:**
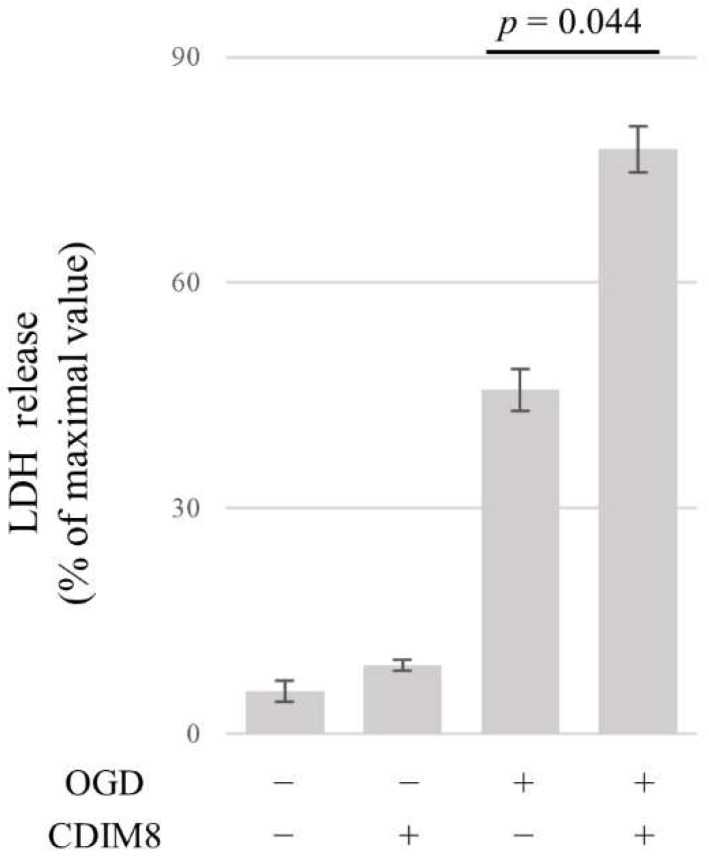
Effects of NR4A1 antagonist on cell death in AECs treated with 6 h of oxygen–glucose deprivation by LDH assay. LDH release from untreated or OGD (6 h)-treated AECs with or without pretreatment (24 h before OGD) with DIM-C-pPhOH (CDIM8, 20 nM), an antagonist of NR4A1. Cells derived from five independent cultures were used per group. Data are shown as a percentage of maximum value in which cells are treated by lysis reagents. Error bars represent the mean ± SD. *p* value is calculated by Kruskal–Wallis with Steel–Dwass post hoc test.

**Table 1:** Upregulated genes in astrocyte-enriched cultures treated with oxygen–glucose deprivation by microarray.

Gene Symbol Name	Fold Change	*p* Value (×10^−5^)
Nfil3	13.3	0.005
Vegfa	11.7	0.010
Runx2	10.9	0.020
Ero1a	22.0	0.030
Lrrfip1	14.1	0.039
Gdf15	11.4	0.043
Errfi1	11.1	0.065
Adm	23.1	0.072
Hk2	11.5	0.074
Trib3	20.3	0.088
Ube2ql1	33.0	0.095
Csf2	19.2	0.107
Areg	17.6	0.107
Ncoa6	22.9	0.109
Kpna7	10.6	0.109
Pvr	12.2	0.109
Prdm10	10.7	0.112
Flt1	11.9	0.118
Tbl2	17.9	0.123
Chac1	22.7	0.143
Ankrd33b	29.9	0.151
Smurf1	10.5	0.155
Fgf21	240.6	0.164
Prok2	73.4	0.165
Nr4a1	58.4	0.167
Tram2	12.8	0.237
Rassf8	14.7	0.277
Egr4	136.0	0.286
Ptgs2	27.1	0.296
Pdxk	11.1	0.302
Amotl1	10.7	0.307
Wdfy1	66.9	0.323
Ereg	11.1	0.336
Skil	22.9	0.340
Tnfaip3	17.0	0.349
Csrnp1	23.1	0.372
Ankrd33b	41.6	0.373
Ern1	27.7	0.375
Atf3	13.3	0.385
Prkd3	44.1	0.391
Adm2	58.8	0.395
Nr4a3	167.6	0.398

## Data Availability

The datasets generated and analyzed in this study are available from the corresponding author upon reasonable request. The data are not publicly available due to privacy and ethical restrictions. Microarray data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO; accession number GSE224577).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/brainsci14030244/s1, Figure S1: Effects of OGD on AECs transfected with Nr4a1 siRNA, Nr4a3 siRNA, or both siRNA. (A,B) Effects of OGD (6 h) on the expression of Nr4a1 (A) and Nr4a3 (B) in AECs transfected with the indicated siRNA. Figure S2: Effects of OGD on the gene expression in AECs transfected with Nr4a1 siRNA, Nr4a3 siRNA, or both siRNA in AECs. (A–H) Effects of OGD (6 h) on the expression of (A) Vegfa and (B) HK2 (HIF-1α downstream genes), (C) Adm, (D) Adm2, and (E) Prok2 (cell proliferation-associated genes), and (F) Ptgs2, (G) Il-6 and (H) Nfkb1 (inflammation associated genes) in AECs transfected with the Nr4a1 siRNA, Nr4a3 siRNA, or both. Table S1: primers sequences.

# Supplementary material for: Oxygen–Glucose Deprivation Increases NR4A1 Expression and Promotes Its Extranuclear Translocation in Mouse Astrocytes
**Source:** Brain Sci. 2024 Feb 29;14(3):244. doi: 10.3390/brainsci14030244
**Supplement:** Supplementary file 1

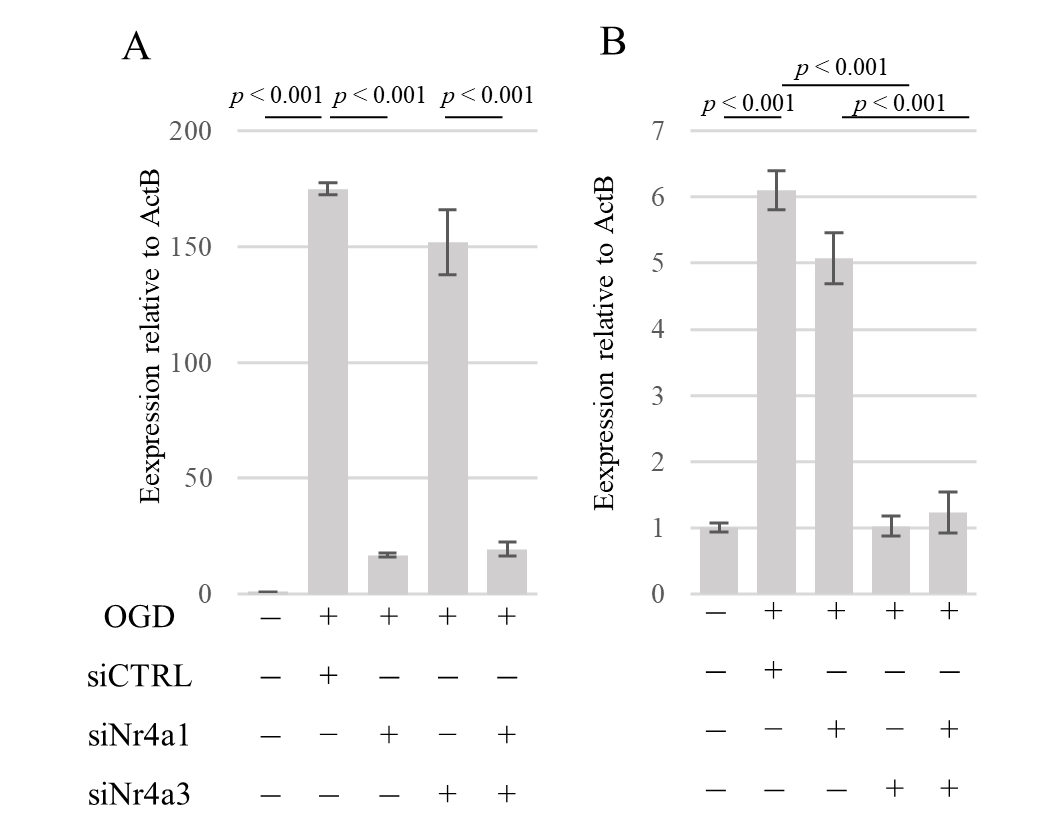

**Figure S1.** Effects of OGD on AECs transfected with Nr4a1 siRNA, Nr4a3 siRNA, or both siRNA. (A and B) Effects of OGD (6 h) on the expression of Nr4a1 (A) and Nr4a3 (B) in AECs transfected with the indicated siRNA. mRNA was isolated from the cells derived from three independent cultures. Data are representative of two independent experiments. P value is calculated by one-way ANOVA with Tukey’s post hoc test. OGD: oxygen-glucose deprivation, AECs: astrocyte-enriched cultures.

**
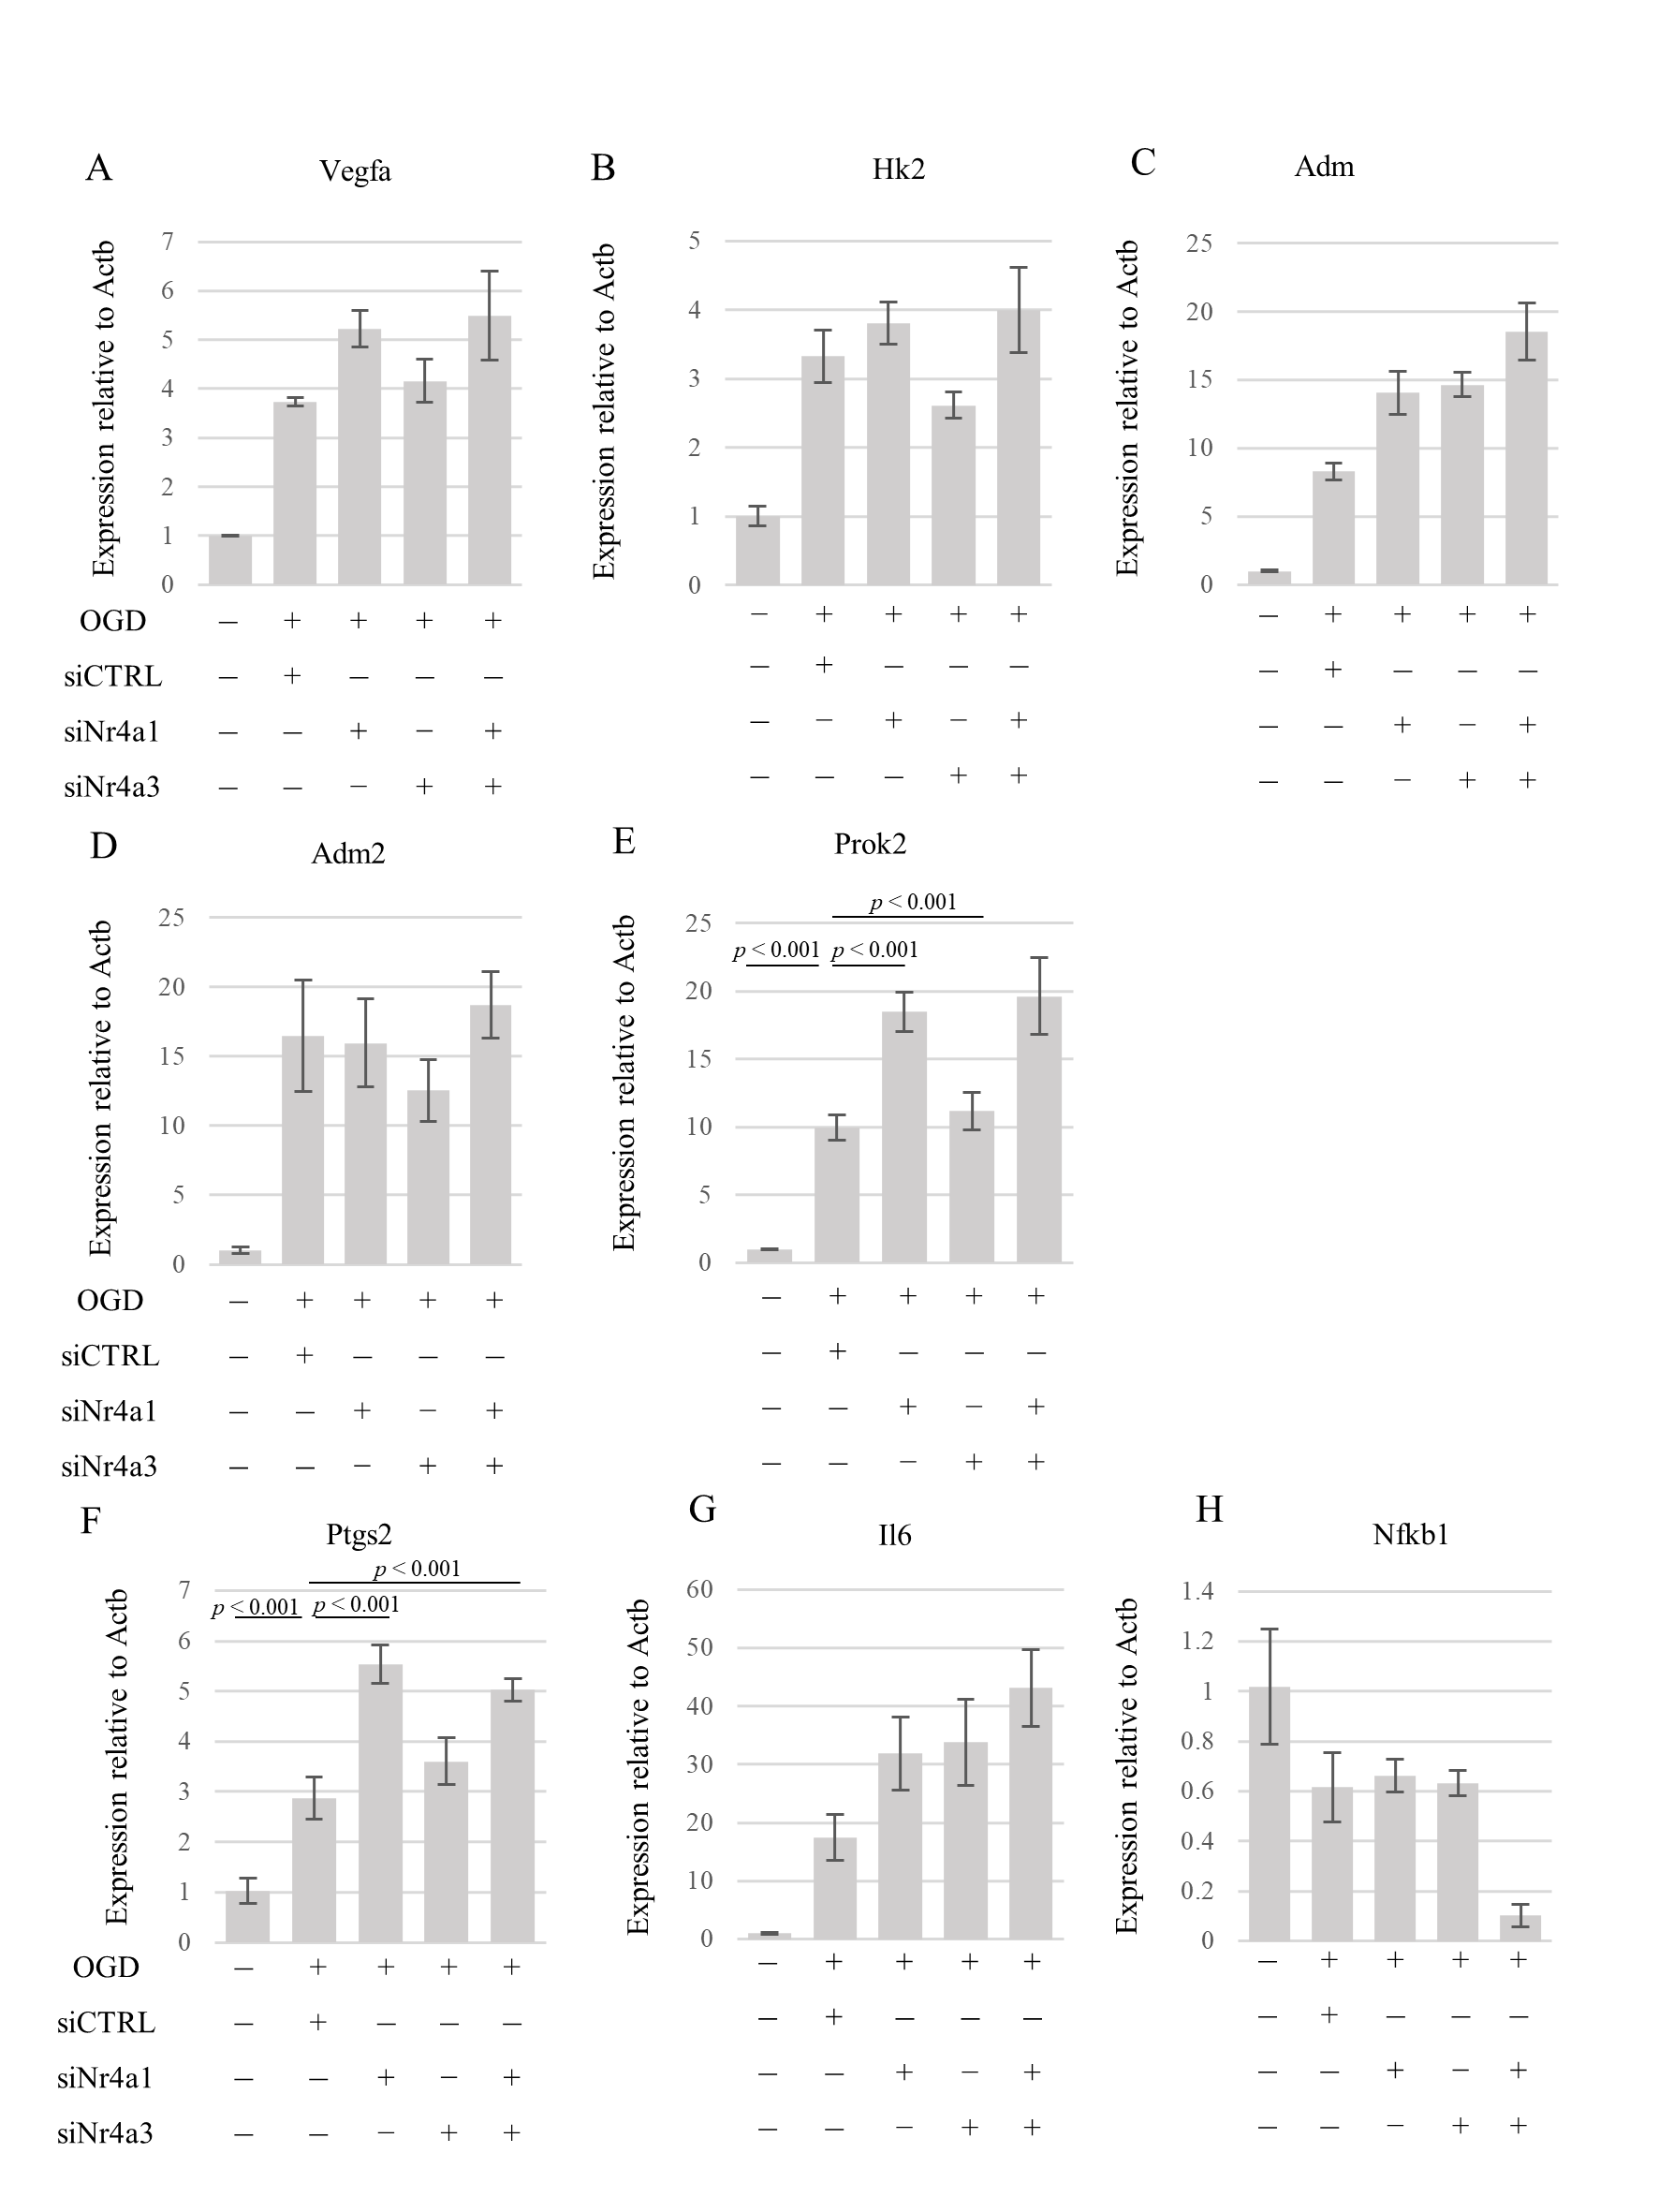
Figure S2.** Effects of OGD on the gene expression in AECs transfected with *Nr4a1* siRNA, *Nr4a3* siRNA, or both siRNA in AECs. (A-H) Effects of OGD (6 h) on the expression of (A) *Vegfa* and (B) *HK2* (HIF-1α downstream genes), (C) *Adm*, (D) *Adm2,* and (E) *Prok2* (cell proliferation-associated genes), and (F) *Ptgs2,* (G) *Il-6* and (H) *Nfkb1* (inflammation associated genes) in AECs transfected with the Nr4a1 siRNA, Nr4a3 siRNA, or both. mRNA was isolated from the cells derived from three independent cultures. Data are representative of two independent experiments. *P* value is calculated by one-way ANOVA with Tukey’s post hoc test. OGD: oxygen-glucose deprivation, AECs: astrocyte-enriched cultures.

**Table S1.** primers sequences.

| Gene | Forward (5’→3’) | Reverse (5’→3’) |
| --- | --- | --- |
| Vegfa | ttcgaggaaagggaaagggtcaaa | ctgaacaaggctcacagtgaacg |
| Epo | gcttggaaaagaatggaggtggaag | gtggctgggaggaattggcta |
| Glut-1 | tggtgtcgctgtttgttgta | ctcggccacaatgaaccatg |
| Nr4a1 | cttcttcaagcgcacagtacagaaa | cgtacaacttccttcaccatgcc |
| Nr4a2 | gtgcgtggctttggggaatg | gtctctctgtgaccatagccagg |
| Nr4a3 | caagataccctccagatatgccctg | cttggtgtagtcggggttcatga |
| Adm | cagttcctacccagactcttgatcc | ttcgctctgattgctggcttg |
| Adm2 | agacaacagacgcagccca | cgacgagacttccagactacagg |
| Prok2 | tgctacttctgctgctaccgc | gcactgagagtccttgtcgca |
| Hk2 | taccacacaccctacagcagc | aactcgccatgttctgtccca |
| Il6 | gcaagagacttccatccagttgc | gagtggtatcctctgtgaagtctcc |
| Nfkb1 | aatttgcaactatgtggggcctg | gtgcataccccgtcctcaca |
|  |  |  |
|  |  |  |
|  |  |  |
|  |  |  |
|  |  |  |
|  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

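The samples were AECs, either untreated (2 cultures) or kept under OGD for 15 h (2 cultures), taken from the labels and from the paper, which give the same groups and numbers. According to the methods, the authors extracted total RNA, amplified and labeled it with Cy3, hybridized each sample to a mouse gene expression array with a single color, and processed the scanned images with the Feature Extraction software. The deposited values are an intensity per spot, the processed signal, from which the software had subtracted background and spatial trends within each array and replaced the lowest values by a surrogate, together with the mean signal, the local background and marks for spots well above background, saturated or outlying. They are not normalized between arrays, since the 75th percentile of the processed signal differed between arrays. The authors' table of the whole series holds the same processed signal for every spot (largest difference 0). The methods state 75th-percentile normalization, an unpaired t-test with Benjamini–Hochberg adjustment, an adjusted p limit of 0.05 and a fold limit of 10. The paper's text does not name a filter on dim probes. Probe positions are on mm9, as the headers of the files give them, and gene names and accessions are those of the array's design.

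From the deposited intensity, log2 of the processed signal was taken. Control spots and spots marked as outliers were left out, spots of the same probe were averaged on the log2 scale, and each array's 75th percentile over these non-control probes was subtracted. A probe counted as well above background on an array if at least a fraction of 0.5 of its spots was marked so, and 28258 probes well above background on both arrays of at least 1 group were kept. The groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3 and Benjamini–Hochberg adjustment over the probes kept. Where a single value stood for a gene, it was that of its probe with the highest mean over the 4 arrays. The genes with the largest increase or decrease are the exception, since each has the value of the probe that was ranked. For *Slc16a3*, *Trib1* and *Zfp113* that was not the brightest probe, and the brightest of *Slc16a3* was at a log2 fold change of 6.30. For some genes other probes are given beside the value where they differ. Gene lists were tested with camera (inter-gene correlation 0.01) and with fry, adjusted over the 12 lists. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The steps were tested on simulated data, in which 200 of 28163 probes were changed by known folds in the comparison of untreated with OGD cultures. For arrays there is no depth in reads, and the precision of a value rests on the number of arrays and on the signal over background.

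The following were fixed before the data were examined: the grouping of samples, the test, the filter, the gene lists, the alternatives and the rule for the genes named. That rule covers every gene that the paper names in its results, Table 1, Table S1 or figures, and Table 1 genes without a result of their own are covered only by the counts and ranges given for that table. It also covers the 10 genes with the largest increase and the 10 with the largest decrease among probes past both limits that were well above background on all 4 arrays and changed in the same direction in every pairing of an untreated with an OGD array. The lists were HIF-1 targets, ATF4 targets, ER chaperones, immediate early genes, inflammatory genes, cell cycle genes, and markers of astrocytes, microglia, oligodendrocytes, NG2 glia, neurons and meningeal fibroblasts. The alternatives were the methods' t-test, limma with an intensity trend and robust prior, the replicate number as a block, normexp background correction of the mean signal (offset 50), quantile normalization, median scaling, the 75th percentile over probes well above background, scaling on the spiked-in control probes, no filter or a stricter filter on dim probes, outlier spots kept, the series table in place of the scanner files, each array left out in turn, a 2-fold limit, unadjusted p, the mean over a gene's probes, and fry in place of camera. The probe closest to the fold change in Table 1 and fry on values centered on each array's median were chosen after the data had been seen, as were a list of genes named Zfp followed by a number and the comparison of probes by their position in a gene. Gene ontology terms were not analysed here, because no table of terms was used. The quantitative real-time PCR, imaging and cell death experiments were not analysed here.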

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

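The tests of the control probes, of the mean signal, of RNA degradation as a source of the lower signal, of the amount of mRNA, of genomic DNA and of the distance between probes were chosen only after the result was seen, whereas those on GC content and on signal level were set before their outcome was known, for patterns that had themselves been noticed in the data.

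The first result is a lower signal of the non-control probes on the arrays after OGD, seen against spiked-in control probes that the paper does not report on. When arrays were scaled on the 9 spiked-in control probes, the median log2 fold change over all probes was −1.11 in place of 0.18, and 91.8% of the probes were lower after OGD, against 42.5% with 75th-percentile scaling. Dimmer hybridization or scanning is argued against by the control probes themselves, which differed by −0.085 on average while the 75th percentile differed by −1.37. The control probes did not move alike, ranging from −0.75 to 0.28 with an SD of 0.36 between them. The size of the shift is known no better than that. Among the controls at the highest levels the difference was −0.43, −0.038, −0.75 and −0.30, against 0.13 to 0.28 at middle levels. A single offset for all levels is therefore an approximation. The software's own linear fit to the controls had a slope of 0.82 and 0.78 on the untreated arrays and 0 on both OGD arrays. The cause was not examined, so control probe scaling is not taken as the sounder scale. A few genes taking more of the signal is argued against by the mean signal over all probes, whose log2 ratio relative to the control probes was −0.71, although the share of the signal in the brightest 1% of probes rose from 21.0% and 20.0% to 25.6% and 26.1%. RNA degradation would lower the part of a transcript far from the poly(A) tail most. In pairs of probes over 2000 bases apart on the genome, however, the upstream probe was higher by a median of 0.60. The source of this excess stays open in the third result, so it does not exclude degradation. Less mRNA per amount of total RNA after OGD may explain the shift and stays open, as do poorer labeling of the cells' mRNA and an unequal amount of control RNA, which would give the same values and cannot be told apart from it on these arrays. A lower mRNA content caused by OGD was not tested in any other way.

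The second result concerns genes read by several probes. Among 4790 genes with at least 2 probes well above background on all 4 arrays, 64 had a probe higher past both limits, and for 27 of them (42.2%) another probe was within 1.5-fold of no change or lower. *Pdxk*, *Ncoa6* and *Prdm10* of Table 1 are among them. The brightest *Pdxk* probe, from 77899516 to 77899575 on chromosome 10 of mm9, was 0.975-fold, while the probe from 77903371 to 77903430, nearer the start of this gene on the minus strand, was 15.4-fold higher. Taking the outermost probes of each gene, 26 genes had the upstream probe past both limits and the downstream one flat or lower, and 0 had the reverse. Whether the unequal change within these genes has a technical source rests on the tests of the general pattern that follow, and the GC content of the probes is argued against for the calls as a whole, since 336 of the 377 probes (89.1%) still passed both limits after each array was centered within bins of equal GC content. A probe that reads another transcript of the same name is a further candidate explanation and was not tested.

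The third result extends this to all genes with at least 2 probes. Over 4750 pairs of outermost probes, the log2 fold change of the upstream probe minus that of the downstream probe had a median of 0.37, and the upstream one was higher in 75.0% of pairs. In the 2787 pairs over 2000 bases apart the median was 0.60. Distances are between positions on the genome, introns included, and are not lengths of transcript. Whether probes read introns was not examined. Between replicates the same median was −0.010 for the untreated and −0.046 for the OGD arrays, and each of the 4 pairings of an OGD with an untreated array gave between 0.32 and 0.43. The GC content of the probes is argued against by a median of 0.28 in pairs whose upstream probe has no more G and C, and the signal level by a median of 0.41 in pairs whose upstream probe is brighter. Genomic DNA in the OGD samples would light up probes that were dim in untreated cultures, and 97 of 10142 such probes (0.956%) became well above background on both OGD arrays. Transcripts ending nearer the 5′ end after OGD may explain the pattern and stay open, the difference being 0.060 in pairs within 100 bases. Labeled copies that reached farther from the poly(A) tail on the OGD arrays, or RNA that was less intact in the untreated cultures, would also give an upstream excess in most distant pairs, which 79.4% of them showed. These cannot be told apart, because arrays that start their copies at the poly(A) tail confound transcript ends with the reach of the copies.

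The fourth result is a lower signal of zinc finger genes, which the paper does not discuss. The 374 tested genes named Zfp followed by a number, a list chosen after the values were seen, had a median log2 fold change of −0.81, or −0.90 relative to the median of 0.092 over the 18028 tested genes with a symbol, each read by its brightest tested probe. Of these genes 278 were lower, and 228 were lower and 59 higher at an adjusted p under 0.05 in limma. With spike-in scaling the median was −2.10, and relative to all genes it lay between −0.96 and −0.65 in all settings. GC content is argued against by a median relative to all genes of −0.87 after centering within GC bins. Signal level is argued against by 0 of 10000 random gene lists matched on mean signal with a median as low, the lowest being −0.31. Signal shared between paralogs and the position of the probes within these genes were not tested and stay open, and a lower level of these transcripts after OGD is a hypothesis found and tested on the same arrays.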

How the results depend on the processing

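The probe closest to the fold change in Table 1 and fry on centered values were chosen only after the values were seen, and every other alternative was planned. Over 69 results and 1177 alternative values, 1083 were counted as unchanged. For genes and gene lists this means the same direction and side of the threshold, and for other results a value within a set tolerance. The tally overstates stability, because the series table repeats the scanner values and could only be unchanged. A change of the test alone also cannot alter the direction of a fold change. The changes came mostly from the background correction, from scaling on the control probes and from the choice of probe, and their cause was not tested, except that a stricter filter or fewer arrays leaves fewer probes or less information by construction. Of 47 named genes, 32 did not change under any alternative, among them *Nr4a1*, *Nr4a2* and *Nr4a3*, with log2 fold changes between 4.59 and 5.95, 2.34 and 3.86, and 4.52 and 7.54.

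With normexp background correction 106 probes passed both limits, 96 higher (90.6%, against 60.7% with the processed signal) and 10 lower, from 100 genes, and all 106 were among the 377. Scaling on the control probes gave 1227 probes, 69 higher (5.62%) and 1158 lower, from 1137 genes, and 14 entries of Table 1. The filter to probes well above background on all 4 arrays left 240 probes, 75 of them lower, from 229 genes, because fewer probes were tested. A 2-fold limit gave 8109 probes, 3939 higher and 4170 lower, from 6939 genes. Genes with disagreeing probes numbered 10 with normexp, 13 with control probe scaling and 758 at the 2-fold limit. The shift of all probes under control probe scaling was −0.67 with normexp, −0.87 with no filter and −1.03 with the stricter filter. Without 1 array, probes past the adjusted p at any fold numbered between 10264 and 19190. Leaving out an untreated array gave the 2 lowest numbers, 11108 without the first replicate and 10264 without the second, and only 1 untreated array then remained. Other counts stayed within 1.5 times those on all arrays.

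Among the genes the paper names, control probe scaling reversed *Hif1a* (−0.077), *Actb* (−0.57), *Aif1* (−0.26), *Gfap* (−0.56), *Lrrfip1* (−0.092), *Flt1* (−0.69), *Wdfy1* (−0.54) and *Skil* (−0.31). *Slc2a1* (0.30, adjusted p = 0.0838 in limma) and *Tbl2* (0.23, adjusted p = 0.0923 in limma) stayed higher with control probe scaling but no longer passed the limit. Quantile normalization reversed *Actb* (−0.22) and *Gfap* (−0.026), and normexp reversed *Nfkb1* (0.18). *Prdm10* changed its direction or its side of the threshold in 10 of 18 alternatives, and *Flt1* did so in 8 of 18. With the mean over a gene's probes, *Ncoa6* (2.17), *Prdm10* (1.55), *Pdxk* (2.46) and *Prkd3* (1.96) were higher after OGD, and with the probe closest to Table 1 the first 3 were at 4.53, 3.43 and 3.49. That probe of *Prkd3* was not well above background on either untreated array, so its computed 5.47 is not a measured change and only at least 3.23 is, and the mean over the probes of *Prkd3* contains the same dim signal. Leaving out 1 array moved *Ncoa6* between −0.53 and 0.14, the positive value without the second OGD array, and *Pdxk* between −0.096 and 0.023, the positive value without the first OGD array.

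For the gene lists, values are medians of the log2 fold change relative to all genes. The lists of HIF-1 targets, ATF4 targets, immediate early genes and inflammatory genes kept their direction and call throughout. Cell cycle genes (−0.64) kept theirs except that they lost the call when fry was run on values centered on all genes (adjusted p = 0.0771). ER chaperones lost theirs with normexp (0.18, adjusted p = 0.0598 in camera of limma) and with control probe scaling (0.58, adjusted p = 0.557), over a range of adjusted p from 0.000373 to 0.557. Neuron markers were at −0.16 with normexp and −0.11 with no filter, microglia markers at −0.091 and oligodendrocyte markers at −0.11 with no filter, and with quantile normalization astrocyte markers were at −0.0015 and NG2 glia markers at 0.019. Meningeal fibroblast markers ranged from −0.50 to 0.025 when 1 array was left out. Under fry the astrocyte (0.48), microglia (0.16) and neuron (0.14) markers passed the limit that they did not pass under camera, and so they did under fry on centered values. Without centering, fry sets a list against no change and not against all genes, so its p does not refer to these relative medians.

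The untreated and OGD cultures share only a replicate number. With it as a block in the limma fit, 377 probes passed both limits and 17206 the adjusted p at any fold. The deviations of equally numbered replicates from their group means correlated across probes with r = −0.057 over 2 pairs, so the numbers were not taken to pair the samples. Under this replicate block the astrocyte markers passed the limit of camera (0.48, adjusted p = 0.0464), and *Prdm10* did not pass that of limma (adjusted p = 0.0676). A block for the slide was not run because all arrays lay on 1 slide. Signal over background limits the calls on dim probes, since 53 of the 229 higher and 60 of the 148 lower probes were not well above background in one of the groups.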

Differences from the paper's values

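The comparison with the probe closest to the fold change in Table 1 was chosen only after the values were seen, as was the change of unit of its p-values. The paper's counts of 313 genes, 188 higher and 129 lower, do not differ by more than 1.5 times from the 377, 229 and 148 probes found here with limma. The paper's higher and lower counts do not add up to its total, and which of them is meant was not settled.

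For *Nr4a1* and *Nr4a3*, −log10 of the adjusted p was 3.14 each in limma, and the paper's values are about 1.8 in Fig. 3A, read by eye. The legend of Fig. 3A does not say whether its p is adjusted, and the comparison assumes that it is. Of the 16 alternatives set before the data were examined, 7 have no difference. No difference here means that the larger value is at most 1.5 times the smaller on the −log10 scale, which allows p itself to differ by more than that. The 7 are the methods' t-test (1.95 for *Nr4a1* and 1.91 for *Nr4a3*), the replicate block (2.20 for both genes), no filter on dim probes (2.43 for both) and the 4 settings that leave out an array (1.64 to 2.49). The other 9 differ, namely limma with trend and robust prior, normexp, quantile normalization, median scaling, the 75th percentile over probes well above background, spike-in scaling, the stricter filter, outlier spots kept and the series table.

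Of the 42 fold changes in Table 1, 32 do not differ when the brightest probe stands for the gene, and 10 do. Among the 32, *Fgf21* and *Csf2* give only lower bounds, which lie below the paper's values and leave them open. For *Runx2* the value was 5.57 and the paper's value is 10.9, with no difference under the mean over a gene's probes and a difference under the 16 other alternatives set before the data were examined. For the other 9 genes all 17 of those alternatives differ. The value was 2.29 for *Lrrfip1* (the paper's value is 14.1), 0.873 for *Ncoa6* (the paper's value is 22.9), 0.796 for *Prdm10* (the paper's value is 10.7), 1.52 for *Flt1* (the paper's value is 11.9), 2.86 for *Tbl2* (the paper's value is 17.9), 0.975 for *Pdxk* (the paper's value is 11.1), 1.68 for *Wdfy1* (the paper's value is 66.9), 1.97 for *Skil* (the paper's value is 22.9) and 0.892 for *Prkd3* (the paper's value is 44.1). With the probe whose fold change is closest to Table 1, a setting chosen after seeing the values, 9 of the 10 do not differ. For *Prkd3* that probe was not well above background on either untreated array and gives only a bound of at least 9.39-fold, which leaves the comparison with the paper's 44.1 open.

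Table 1 prints its p-values in a unit of 1e-05. The unadjusted p of the methods' t-test for the probe closest to each fold change is higher by a factor with a median of 98.1 on that unit, and 0 of 42 come within 10% of the printed value. With 1e-03 as the unit, all 42 come within 10% and the median ratio is 0.981.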

Other observations

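The lists of HIF-1 targets, ATF4 targets, ER chaperones, immediate early genes, inflammatory genes, cell cycle genes and cell type markers and their tests with camera and fry were planned, and fry on centered values and the *Lce* genes were chosen only after the results were seen.

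On the arrays the 31 tested HIF-1 targets had a median log2 fold change of 1.59 against 0.16 over all genes, 30 of them higher after OGD (camera of limma, adjusted p = 1.9e-08). The 26 ATF4 targets, genes of the response to amino acid shortage and other stress, had a median of 1.93, with 25 higher (adjusted p = 3.1e-08 in camera). For 24 immediate early genes the median was 3.14 with 22 higher (adjusted p = 8.8e-07 in camera), and for 17 inflammatory genes 2.70 with 15 higher (adjusted p = 0.000257 in camera). The 18 ER chaperones had a median of 0.74 with 17 higher (adjusted p = 0.000713 in camera), and 24 cell cycle genes a median of −0.48 with 18 lower (adjusted p = 0.0038 in camera). All 6 lists passed the limit under fry, with the largest adjusted p, 0.0311, for cell cycle genes, which rose to 0.0771 when fry was run on values centered on all genes. With spike-in scaling the medians were 0.30, 0.64, 1.85, 1.41, −0.55 and −1.77 in the order given here, against −1.11 for all probes. On that scale 20 of the HIF-1 targets, 17 of the ATF4 targets, 18 of the immediate early, 11 of the inflammatory, 0 of the ER chaperone and 0 of the cell cycle genes were higher. In limma, adjusted over the list alone, 31 HIF-1 targets, 26 ATF4 targets, 22 immediate early, 13 inflammatory, 18 ER chaperone and 17 cell cycle genes passed the limit, against 30, 26, 21, 13, 17 and 17 adjusted over all probes. Of the listed genes, 5 HIF-1 targets, 6 ATF4 targets, 4 immediate early and 3 inflammatory genes are also in Table 1, which the paper chose on these arrays.

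Of 18 microglia markers 16 were tested, with a median of 0.32, 11 higher and 5 lower (adjusted p = 0.378 in camera of limma and 0.0144 in fry). *Ptprc*, counted as higher, and *Cx3cr1* and *C1qc*, counted as lower, were not well above background on either OGD array. The size of their change is not measured, nor is the increase of *Ptprc*. The log2 fold change of *Aif1*, which encodes Iba-1, was 1.03 and became −0.26 with spike-in scaling. Of 12 neuron markers 11 were tested, with a median of 0.30, 8 higher and 3 lower (adjusted p = 0.320 in camera and 0.00612 in fry). The same limit holds for *Dcx*, counted as higher, and *Rbfox3*, counted as lower, both dim on the OGD arrays. Of 9 meningeal fibroblast markers 8 were tested, with a median of −0.047, 4 higher and 4 lower (adjusted p = 0.924 in camera and 0.970 in fry). In limma, 8 microglia, 7 neuron and 5 meningeal fibroblast markers passed the limit, adjusted over the list alone as well as over all probes. With spike-in scaling 2 microglia markers were higher and 14 lower (median −0.97), 3 neuron markers higher and 8 lower (median −0.99) and 0 meningeal fibroblast markers higher and 8 lower (median −1.34). No biological explanation was tested for these lists.

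Several genes that the paper measured by quantitative real-time PCR were also on the arrays. *Vegfa* rose by 3.56 on the log2 scale with one probe and 5.06 with the other (adjusted p = 0.000729 each in limma), and *Slc2a1*, the gene of GLUT-1, by 1.59 (adjusted p = 0.00155 in limma), or 0.30 with spike-in scaling. *Epo* was well above background on 1 of the untreated and 0 of the OGD arrays and was not tested. The paper reports no effect on *Hif1a* mRNA by PCR, where values are relative to beta-actin. On the arrays, relative to each array's percentile, *Hif1a* changed by 1.21 on the log2 scale (standard error 0.075, adjusted p = 0.00125 in limma). *Actb*, the gene of beta-actin, was itself at 0.72 on that scale. With spike-in scaling *Hif1a* was at −0.077 and *Actb* at −0.57. Relative to *Actb*, *Hif1a* was therefore higher by less than 1.21 on both scales, and this difference was not tested. The other probe of *Hif1a* was at 0.46 (adjusted p = 0.0188 in limma), or −0.83 with spike-in scaling. That probe was well above background on both untreated and 0 of the OGD arrays, so its values are not a measured change. The paper describes beta-actin as stable, and on the arrays *Actb* was at 0.72 (standard error 0.085, adjusted p = 0.00415 in limma), −0.22 with quantile normalization and −0.57 with spike-in scaling. *Gfap* behaved alike, at 0.72, −0.026 and −0.56. In its discussion the paper describes the increase through HIF-1α as lesser for *Nr4a3* than for *Nr4a1*. Its Table 1 gives 167.6-fold for *Nr4a3* and 58.4-fold for *Nr4a1*, and the arrays do not separate the part due to HIF-1α. The array log2 fold changes were 7.40 for *Nr4a3* and 5.88 for *Nr4a1*, with the order reversed under normexp background correction, where *Nr4a3* was at 4.52, and the difference between the genes was not tested.

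Among the genes the paper measured after knockdown and 6 h of OGD, log2 fold changes on the arrays after 15 h of OGD were 3.53 for *Hk2*, 4.54 for *Adm*, 5.89 for *Adm2*, 6.21 for *Prok2*, 4.77 for *Ptgs2* and 5.02 for *Il6*, each with an adjusted p of 0.000729 in limma. *Nfkb1* was at −0.27 with its brightest probe (adjusted p = 0.0954 in limma), 0.18 with normexp background correction, and −1.60 with its other probe (adjusted p = 0.00183 in limma).

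Genes of the late cornified envelope family, which are named *Lce* and outside the rule for named genes apart from *Lce1g*, were chosen after their values were seen. All 17 tested probes of 15 such genes were higher after OGD, 15 of them with an adjusted p under 0.05 in limma. Among the probes well above background on all 4 arrays the log2 fold change ranged from 0.43 for *Lce1h* to 6.23 for *Lce1g*, and 2 probes were not well above background on either untreated array. With spike-in scaling 12 probes were higher and 5 lower. Signal shared between members was not tested. The *Lce1h* probe shares 93.3% of its bases with the *Lce1i* probe A_55_P2001660 and 43.3% with the *Lce1i* probe A_51_P206475. The probes of *Lce3b* and *Lce3c* share 90%, and that of *Lce1d* shares 76.7% with A_51_P206475. That of *Lce1g* shares at most 55% with any other probe of the family. No biological explanation was tested.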
